# Inhibition of Tumor Microenvironment-Driven JAK-STAT Signaling Enhances Response to Arginine Deprivation Therapy in Triple-Negative Breast Cancer

**DOI:** 10.3390/cells15010025

**Published:** 2025-12-23

**Authors:** Hila Tishler, Shahar Ziman, Kuoyuan Cheng, Kun Wang, Neel Sanghvi, Lital Adler, Gil Stelzer, Hillary Maniriho, Bareket Dassa, Elizabeta Bab-Dinitz, Michal Levi, Sivan Galai, Omer Goldman, Yarden Ariav, Naama Darzi, Saar Ezagouri, Nitsan Nimni, Nataly Rosenfeld, Ron Rotkopf, Alexander Brandis, Tevie Mehlman, Roni Oren, Mirie Zerbib, Yuri Kuznetsov, Sara Donzelli, Giovanni Blandino, Rony Seger, Eytan Ruppin, Ayelet Erez

**Keywords:** ASS1, arginine, tumor microenvironment, JAK-STAT

## Abstract

**Highlights:**

**What are the main findings?**

- Arginine depletion suppresses TNBC cell growth in vitro but not in vivo, due to a TME-mediated arginine supply and JAK-STAT activation.
- ASS1 expression in human TNBC tumors correlates with JAK-STAT gene expression.
- Combining JAK inhibition with arginine depletion significantly suppresses tumor growth.

**What are the implications of the main findings?**

- ASS1 expression may help identify breast tumors with active cytokine/JAK-STAT signaling and refine patients’ stratification for targeted therapies.
- Inducing metabolic vulnerability through arginine depletion uncovers a targetable TME-driven survival mechanism, suggesting a new potential immunotherapeutic approach for TNBC.

**Abstract:**

Argininosuccinate synthetase 1 (ASS1) expression and arginine availability are key metabolic determinants that influence tumor fitness and regulate immune interactions within the tumor microenvironment (TME). Using an orthotopic triple-negative breast cancer (TNBC) model, we demonstrate that arginine deprivation heightens tumor dependence on the TME for survival. Mechanistically, fibroblasts sustain tumor viability by supplying arginine, whereas macrophages cooperate with stromal cues to activate Janus kinase-signal transducer and activator of transcription (JAK-STAT) signaling, thereby enhancing tumor survival. Concordantly, a JAK-STAT gene-expression signature correlates with ASS1 levels in human TNBC datasets. Translationally, combined pharmacological inhibition of JAK signaling with arginine deprivation markedly suppresses tumor growth. Together, these findings reveal a TME-driven, targetable stromal–immune circuit that enables tumors to withstand arginine deficiency-induced metabolic stress. Broadly, our work highlights that mapping and strategically inducing metabolic dependencies can reveal actionable compensatory pathways, offering opportunities to improve cancer therapy.

## 1. Introduction

The tumor microenvironment (TME) is a complex and dynamic ecosystem composed of immune, stromal, endothelial, and mesenchymal cells that collectively shape tumor growth, invasion, and responses to metabolic and therapeutic stress. Immune populations, including CD8^+^ cytotoxic and CD4^+^ helper T cells, regulatory T cells, B cells, NK cells, dendritic cells, tumor-associated macrophages, neutrophils, and myeloid-derived suppressor cells, modulate both anti- and pro-tumor immunity. In parallel, stromal components, including cancer-associated fibroblasts (CAFs), endothelial cells, and pericytes, regulate the delivery of nutrients, angiogenesis, extracellular matrix (ECM) remodeling, and the trafficking and function of immune cells. Together, these interactions strongly influence the survival and responsiveness of cancer to therapy [1,2].

Arginine metabolism intersects with these processes by shaping nutrient availability for both the tumor and the TME. Reduced extracellular arginine, driven largely by arginase-1 (ARG)-expressing tumor-associated myeloid cells, impairs CD8^+^ T cell proliferation and effector function. In macrophages, arginine fuels both inducible nitric oxide synthase (iNOS)-dependent M1 activity and ARG1-driven M2 immunosuppression. Because arginine-dependent pathways regulate tumor proliferation, nitric oxide and polyamine synthesis, angiogenesis, and ECM remodeling, therapeutic strategies that modulate arginine availability directly or via the targeting of key metabolic enzymes hold promise for reshaping the TME to enhance responses to immunotherapy [1,3].

A major determinant of tumor arginine dependence is the expression of argininosuccinate synthase 1 (ASS1), the enzyme required for endogenous arginine biosynthesis. Many cancers downregulate ASS1, rendering them arginine-auxotrophic and sensitizing them to arginine-depleting agents. Clinical evaluation of pegylated arginine deiminase (ADI-PEG20) and arginase-I has shown encouraging activity in ASS1-deficient tumors; however, re-expression of ASS1 frequently drives resistance [4,5,6,7]. We and others have further shown that ASS1 expression confers metabolic plasticity, enabling tumors to withstand nutrient stress, including glucose deprivation, and correlates with poor prognosis across several tumor types [8]. In breast cancer specifically, high ASS1 levels are associated with decreased survival [8], while ASS1 loss increases responsiveness to immune checkpoint blockade by reallocating aspartate toward pyrimidine synthesis and increasing mutational burden [9]. Thus, ASS1 expression is a critical metabolic determinant that modulates both tumor fitness and immune interactions within the TME [10].

Despite advances in immunotherapy, most patients either fail to respond or develop resistance, largely because tumors exploit metabolic and immunoregulatory circuits within the TME, underscoring the need for new and likely combined therapeutic strategies. Intensive research is being performed to uncover additional signaling nodes and cytokine pathways, including those activated under metabolic stress, that sustain immune evasion and may serve as rational combination partners for immunotherapy [11].

Based on these considerations, we hypothesized that altering arginine availability would reveal targetable TME-mediated rescue mechanisms that sustain tumor survival under arginine depletion. By uncovering a previously unrecognized mechanism through which stromal and immune cells support tumors under arginine deficiency-induced metabolic stress, our work outlines actionable TME circuits that may be leveraged for anti-cancer immunotherapy.

## 2. Materials and Methods

Detailed protocols and full methodological information are provided in the Supplementary Methods.

### 2.1. In Vivo Animal Studies

Animal experiments were approved by the Weizmann Institute IACUC (protocols 07471124-1 and 02000324-3) and conducted according to NIH, EU, and Israeli regulations.

Mice were randomly assigned to treatment groups and sample sizes, following prior publications and pilot experiments. Tumor-bearing mice were monitored daily and predefined humane endpoints were applied.

Female BALB/c mice (8–10 weeks old; Envigo, Indianapolis, IN, USA) were injected orthotopically with 0.3 × 10^6^ 4T1, 4T1-shGfp, or 4T1-sh*Ass1* cells in PBS into the lower right mammary fat pad. Mice were sacrificed between days 15 and 21 based on tumor burden; tumors were excised, weighed, and processed for downstream analyses. Terminal bleeding was performed in some experiments prior to tumor collection to analyze amino acid levels by LC-MS. For dietary arginine restriction, mice received an arginine-free diet (AFD) beginning 7–9 days prior to inoculation or starting day 11 post-inoculation, depending on the experiment. For ruxolitinib experiments, mice were size-matched on day 11 and randomized to an AFD or regular diet with oral ruxolitinib (40 mg/kg, 3×/week).

### 2.2. Flow Cytometry of 4T1 Tumors

Tumors were enzymatically digested, filtered, and processed into single-cell suspensions. Fc blocking and staining were performed using standard antibody panels for epithelial cells and myeloid subsets. Data were acquired on a CytoFLEX flow cytometer (Beckman Coulter, Brea, CA, USA) using CytExpert software (v2.6.0.105) and analyzed with FlowJo (v10.10.0). Single stains and FMOs were included in every experiment for compensation and gating.

### 2.3. NMF and BMDM Production

Primary mammary fibroblasts (NMFs) were isolated from BALB/c mammary fat pads and expanded for 6 days. Bone marrow-derived macrophages (BMDMs) were generated using L929-conditioned medium and used on day 7.

### 2.4. Cell Lines and Lentiviral Infection

4T1, GFP-4T1, and RAW264.7 cells were maintained in RPMI or DMEM supplemented with 10% FBS, glutamine, and Pen-Strep. All lines were routinely tested for Mycoplasma and maintained below passage 10. Cells were infected with pLKO-shGfp or pLKO-sh*Ass1* and selected with puromycin.

### 2.5. Arginine-Manipulated Plasmax Medium

Experiments were performed in arginine/citrulline-free Plasmax [12] with 2.5% dialyzed FBS. Arginine, citrulline, cytokines (IFNγ, IL-6, G-CSF), or ruxolitinib were supplemented as indicated.

### 2.6. Three-Dimensional (3D) Spheroid Culture and Co-Culture Systems

4T1 spheroids, 4T1-NMF co-cultures, 4T1-BMDM co-cultures, and tri-cultures were generated in Elplasia plates at defined cell ratios. Experiments were performed for 48 h under arginine-sufficient or -depleted conditions.

### 2.7. Flow Cytometry of In Vitro Samples and Apoptosis Assays

Cells or spheroids were dissociated with TrypLE (Thermo Fisher Scientific, Waltham, MA, USA) or Accumax (Innovative Cell Technologies, San Diego, CA, USA), respectively, and stained for lineage, signaling, or apoptotic markers. Annexin-V/DAPI assays were performed as per manufacturer guidelines. FMOs and single-stain controls were used for all in vitro cytometry panels.

### 2.8. LC-MS Analysis of Amino Acids

Amino acids were quantified in tumor tissue, plasma, and media using perchloric acid or solvent extraction followed by AQC derivatization.

### 2.9. XTT Survival Assay

4T1-shGfp and sh*Ass1* cells were cultured with and without arginine and citrulline, and viability was quantified by XTT kit (Biological Industries, Kibbutz Beit Haemek, Israel) according to the manufacturer’s protocol at baseline and day 4.

### 2.10. Western Blotting

Tumor and cell lysates were processed using RIPA buffer (Sigma-Aldrich, St. Louis, MO, USA), and proteins were analyzed by SDS-PAGE and immunoblotting for ASS1, JAK-STAT signaling, and immunoproteasome components. Detection used peroxidase-conjugated secondary antibodies and enhanced chemiluminescence reagents. Gels were imaged with Gel Doc XR+ (BioRad Laboratories, Hercules, CA, USA) and analyzed with ImageLab 5.1 (BioRad). Band intensities were normalized to loading controls.

### 2.11. RNA Extraction and qPCR

RNA was extracted from 3D or 2D cultures, converted to cDNA, and analyzed by SYBR-green qPCR. Primer sequences and detailed protocol are provided in the Supplementary Methods.

### 2.12. Spheroid Area Quantification

Microscopy images were acquired using an EVOS M5000 microscope (Thermo Fisher Scientific, Waltham, MA, USA) equipped with a 10× fluorite LWD objective (NA 0.30, WD 7.13 mm). Spheroid areas were quantified by manually annotating spheroid boundaries using QuPath (v0.5.1) or ImageJ (v1.54g), followed by an area calculation based on pixel measurements. For each replicate, the spheroid area in 0% arginine medium was normalized to the corresponding spheroid area in full medium, and the ratio was used for analysis.

### 2.13. Single-Cell RNA-Seq (scArg-Screen)

Tumor single-cell suspensions were enriched for viable cells and processed on the 10× Genomics Chromium platform. Libraries were sequenced on NovaSeq6000 (target ~50 k reads/cell, Illumina, San Diego, CA, USA).

### 2.14. scRNA-Seq Pre-Processing, Clustering, and Differential Expression Analysis

Raw FASTQ files were processed with CellRanger (v3.1.0) using the mm10 reference, and quality control in Seurat removed doublets, low-quality cells, and empty droplets. Samples were normalized with SCTransform, integrated, and clustered using the top 2000 variable genes, 17 principal components, and UMAP for visualization. Cell identities were assigned based on canonical marker genes. Differential gene expression between treatments was computed using the Wilcoxon Rank Sum test (log2FC ≥ 0.25, FDR ≤ 0.05), and average expression values were obtained with Seurat’s AverageExpression. Enrichment of KEGG, Reactome, and Hallmark pathways was performed using GSEA (v4.2.3) on ranked log2FC gene lists with 1000 permutations.

### 2.15. Pseudo-Bulking for Robust DGE

To avoid pseudoreplication, pseudo-bulk profiles were generated for each major cell type (>250 cells). DGE was recalculated using DESeq2 (v1.44), with FDR correction. Robustness of the pseudo-bulking strategy was confirmed by correlating results across different pseudo-bulk sizes. NK cells were excluded due to low numbers.

### 2.16. IFNγ-JAK-STAT DEG Visualization

Pseudo-bulked cancer cell data from Ctrl vs. KD + AFD groups were compared, mouse genes were mapped to human homologs using biomaRt (v2.60.1), and significant genes (FDR < 0.05, |log2FC| > 0.15) were visualized with ggplot2 (v3.5.1).

### 2.17. TCGA-TNBC Analysis

In the TNBC subset (n = 122), *ASS1* expression was correlated with IFNγ/JAK-STAT pathway genes using Spearman’s correlation. Pathway activity was computed using both mean expression and ssGSEA. *p*-values were FDR-adjusted.

### 2.18. TCGA-BRCA: ASS1-High vs. ASS1-Low

Cell-type fractions from Wang et al. were compared between *ASS1*-low and *ASS1*-high BRCA tumors using the Wilcoxon test. Receptor–ligand interactions were analyzed using LIRICS, and functional enrichment was tested by Fisher’s exact test [13].

### 2.19. Statistical Analysis

Statistical analyses were performed using ANOVA, *t*-tests, Wilcoxon tests, and FDR correction as appropriate. Significance was set at *p* < 0.05. Experiments included biological and technical replicates and were repeated independently unless stated otherwise.

Statistical tests and sample sizes for each experiment are reported in the corresponding figure legends.

## 3. Results

### 3.1. ASS1 Expression in Breast Tumors Correlates with Altered TME Composition and Signaling

To investigate whether arginine metabolism affects tumor–microenvironment interactions in breast cancer (BRCA), we first analyzed the TCGA-BRCA dataset to establish its clinical relevance. We found that breast tumors with elevated *ASS1* expression exhibited greater abundance of CAFs and immune cells compared with tumors expressing low *ASS1* (Figure S1B). Ligand–receptor interaction analysis further revealed that *ASS1* expression correlated with distinct intercellular communication patterns within the TME, involving both activating/stimulating and pro-inflammatory molecules (Figure S1C, Tables S4 and S5). These findings supported our notion that arginine metabolism in breast cancer influences both the cellular composition and signaling interactions within the TME.

### 3.2. Arginine Deprivation Strongly Impairs the Survival of 4T1 TNBC Cells In Vitro

To model these effects, we utilized the orthotopic syngeneic 4T1 mouse model of TNBC. We modulated arginine availability endogenously by altering ASS1 expression and exogenously either by removing arginine from plasma-like culture medium (Plasmax) [12] in vitro or by using an arginine-free diet (AFD) in vivo.

We first validated the essentiality of arginine for 4T1 cells by culturing ASS1-downregulated and -expressing cells in an arginine-depleted Plasmax medium. We found that arginine depletion reduced 4T1 cell survival, while supplementation with the ASS1 substrate citrulline rescued survival only in ASS1-expressing 4T1 cells, confirming their reliance on ASS1 for arginine synthesis and on arginine for survival (Figure 1A, and Figure S1A and S2A). We further validated the essential role of arginine in 4T1 survival by showing restricted growth and increased apoptosis in 3D spheroids cultured in arginine-depleted Plasmax medium (Figure 1B,C). As expected, arginine deprivation induced compensatory responses in 4T1 cells, including increased expression of *Ass1*, *Asl*, and the *cationic amino acid transporter 1 (Cat1)*, a key arginine transporter (Figure 1D) [14]. However, these compensatory mechanisms were insufficient to sustain cell survival.

### 3.3. 4T1 TNBC Tumors Resist Arginine Depletion In Vivo

We next examined the effects of systemic arginine restriction in vivo. Orthotopic injection of 4T1 cells into the mammary fat pads of mice fed with an AFD resulted in reduced levels of arginine and several other amino acids in plasma, while elevating amino acid levels within tumors, compared to control mice fed with a normal diet (Figure 1E). These results indicate that arginine deprivation induces systemic metabolic shifts and highlight the ability of tumors to exploit host resources under nutrient stress.

To further limit arginine supply, we combined systemic arginine depletion with tumor-intrinsic suppression of de novo synthesis by implanting 4T1 cells with knockdown (KD) of ASS1(ASS1-KD) into AFD-fed mice (Figure S2B). Surprisingly, despite the strong in vitro dependency of cancer cells on arginine for survival, inhibition of both endogenous and exogenous arginine supply failed to significantly impair tumor growth in vivo (Figure 1F), suggesting the presence of protective mechanisms mediated by components of the TME.

### 3.4. Arginine Deprivation Triggers Stress Responses and Broad Transcriptional Changes in Cancer Cells In Vivo

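4T1 is a mouse mammary carcinoma cell line that grows in BALB/c mice and serves as a model of TNBC. Cells carrying a short hairpin RNA against Gfp (shGfp, the control hairpin) or against Ass1 (shAss1) were injected into the mammary fat pad. The mice were fed a regular diet or an arginine-free diet (AFD). The 4 groups were Ctrl (shGfp, regular diet), KD (shAss1, regular diet), AFD (shGfp, AFD) and KD + AFD (shAss1, AFD). The AFD began 9 days before inoculation according to the sample labels and 7 to 9 days before according to the paper. Tumors were collected on day 16 according to the labels, and between days 15 and 21 according to the paper. The paper gives the number of mice pooled per group as 4 to 5 in the legend and as 5 in the supplementary methods. Each pool of cells gave 1 droplet-based 10x Genomics library, so each condition has 1 library and no replicate. No test between conditions was therefore made, and no p-value is given. Every difference is a difference between libraries, and library and condition cannot be told apart. The authors aligned the reads with Cell Ranger to the mouse genome, and the files hold the number of unique molecular identifiers (UMIs, each marking a single captured RNA molecule) per gene and cell, without normalization. The files hold 7406 cells in Ctrl, 5178 in KD, 4963 in AFD and 6435 in KD + AFD. Their total counts are 86144951, 78607165, 87975347 and 83405949 UMIs, in the same order. The median cell held 9716, 13138, 14686 and 11002 UMIs, so that Ctrl was the shallowest library per cell. Cells with fewer than 250 genes, fewer than 500 UMIs or over 20% mitochondrial UMIs were left out, and 1098 presumed doublets (4.92% of the cells left) were removed by their doublet score. The remaining 21230 cells were clustered, and clusters were named from marker genes as cancer-like, TAM-like, CAF-like and so on. They are called cancer cells, tumor-associated macrophages (TAMs) and cancer-associated fibroblasts (CAFs) here. UMIs were summed over the cells of a type in each library and divided by their total, giving counts per 1000 × 1000 UMIs (CPM). Ratios between libraries are given on the log2 scale for genes with at least 5 CPM in 1 or more of the 4 libraries of the cell type. Genes that the paper names are also given below that level, such as H2-Q1 and Il11 in cancer cells. The 95% intervals cover counting error only, and take the UMIs as independent molecules.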

To identify TME-driven compensatory responses to arginine depletion, we performed a single-cell RNA-sequencing screen (scArg-screen) of cancer, stromal, and immune cells within 4T1 tumors subjected to different modes of arginine modulation (Figure S2B,C).

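The targeted gene was looked at first, since it checks the labels. Ass1 (ENSMUSG00000076441), the gene of argininosuccinate synthetase 1, lies on chromosome 2 from 31470207 to 31520672, + strand of GRCm38 (mm10). Cancer cells held 1762 Ass1 UMIs in the Ctrl library, 241 in KD, 2675 in AFD and 323 in KD + AFD. These are 27.0 CPM (25.7 to 28.3) in Ctrl and 3.74 CPM (3.28 to 4.24) in KD, with exact Poisson intervals in brackets. The AFD library had 35.6 CPM (34.2 to 37.0), and the KD + AFD library 4.80 CPM (4.29 to 5.35). The log2 ratio to Ctrl was −2.85 (−3.05 to −2.66) in KD, 0.40 (0.31 to 0.49) in AFD and −2.49 (−2.67 to −2.32) in KD + AFD, so no interval reached 0. Giving each cell the same weight moved these values most, to −2.64, 0.47 and −2.14. Outside the cancer cells, CAFs had 107 CPM of Ass1 in Ctrl, 70.9 in KD, 62.5 in AFD and 69.1 in KD + AFD. The Poisson interval of each treatment lay below that of Ctrl there, so the CPM of CAFs were lower beyond counting error. The other way round, TAMs had 54.0 CPM in Ctrl and 87.6, 78.8 and 101 in the treatments, and T cells 31.6 and 64.1, 48.2 and 80.4. In AFD the intervals overlapped those of Ctrl, with 57.9 to 105 against 48.4 to 60.1 in TAMs and 32.5 to 68.8 against 20.4 to 46.6 in T cells. With cells thinned to 1000 UMIs, 5.37, 6.72, 2.53 and 7.19% of CAFs held an Ass1 UMI. For TAMs the shares were 5.98, 6.32, 5.75 and 8.64%. The intervals of these shares all overlapped that of Ctrl, but overlapping intervals do not rule out a difference. The thinned shares rest on few cells with an Ass1 UMI, in AFD on 5 CAFs and 5 TAMs. They therefore do not decide whether Ass1 differed in CAFs or TAMs. Asl, the next enzyme of arginine synthesis, had log2 ratios of −0.20, −0.19 and −0.19 in cancer cells of KD, AFD and KD + AFD. Slc7a1, which encodes the arginine transporter CAT1, had 0.29 in AFD and 0.31 in KD + AFD, which fell to 0.18 and 0.14 with equal weight per cell. Its 0.11 in KD changed sign under that weighting.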

By first focusing on the cancer cells within the tumor, we confirmed that *Ass1* expression levels were reduced in cancer cells of the KD and KD + AFD groups and elevated in the AFD group (Figure S2D). 

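For each list of genes, the median log2 ratio to Ctrl over its members was set against 10000 random lists of the same size, matched on mean expression. The percentile among them describes these libraries and is not a test across conditions. A list of 36 genes of the unfolded protein response (UPR), the stress program that follows misfolded protein in the endoplasmic reticulum (ER), had 35 members among the 9163 genes tested in cancer cells. Its median was 0.069 (0.037 to 0.099) in KD, 0.11 (0.076 to 0.13) in AFD and 0.078 (0.056 to 0.10) in KD + AFD. The percentiles were 96.7, 100 and 99.91. Its ER chaperone arm had medians of 0.047, 0.11 and 0.074, at percentiles 80.9, 99.95 and 99.4. The genes that the transcription factor ATF4 raises when amino acids are short (32 of 39 tested) moved the value most where they took the place of the list, to 0.17 in KD and 0.31 in KD + AFD. In AFD, scaling by the trimmed mean of M values (TMM) in place of the total moved it to 0.15. The value furthest from it in AFD came from a different list: the 13 tested genes of the Reactome UPR set had medians of 0.013, −0.0016 and −0.0094 in KD, AFD and KD + AFD. Their signs depend on the scaling: relative to the median tested gene they were −0.0093, 0.012 and 0.033. All 3 comparisons share the Ctrl library, and in 43.2% of 1000 draws of unchanged libraries against it the 3 medians had the same sign.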

Notably, gene set enrichment analysis (GSEA) revealed an increase in the unfolded protein response in cancer cells across all groups, regardless of the modality used to reduce arginine levels, indicating induction of cellular stress (Figure 2A–C). In addition, similar pathway alterations were observed in cancer cells following either ASS1 knockdown or an AFD, underscoring the need for coordinated metabolic adaptation to both cell-intrinsic and systemic arginine deficiency (Figure S2E and Table S1). These findings further underscore the crucial role of arginine in supporting breast cancer cell survival and the programmed responses triggered upon its depletion.

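Across the 9163 genes tested in cancer cells, the log2 ratios of KD and AFD to Ctrl had a Pearson correlation of 0.384 (Spearman 0.383), and 62.9% of the genes moved in the same direction. Genes are not independent replicates, and both ratios are taken to the same Ctrl library. A set of 100 simulations of unchanged libraries against a shared Ctrl gave a median correlation of 0.515 (0.488 to 0.542) and 67.2% of genes in the same direction. The observed values lay below these. Among the alternatives, equal weight per cell moved the correlation most, to 0.492. Every pair of ratios that sets the hairpin against the diet shares a library. The pair without Ctrl, KD + AFD to AFD and KD + AFD to KD, shares the KD + AFD library and was not correlated here. Each mode can be compared with itself on both backgrounds: the ratio of KD to Ctrl and that of KD + AFD to AFD share no library, and correlated with 0.363 (Spearman 0.281), against −0.0404 to 0.0355 in simulations without change. For the diet, AFD to Ctrl against KD + AFD to KD, the correlation was 0.501 (Spearman 0.420), against −0.0257 to 0.0347. Without the filter on low counts these fell to 0.0201 and 0.124. Of 731 Reactome pathways with at least 10 tested genes, 59.0% had medians on the same side of the median gene in KD and AFD. The simulated share was 62.5% (47.5 to 75.9%).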

### 3.5. Arginine Starvation Upregulates IFNγ-JAK-STAT Signaling in 4T1 Tumors

Because our a priori hypothesis was that arginine deprivation would induce tumor-microenvironment-dependent transcriptional responses in cancer cells, we next examined which pathways were consistently altered across all three modes of arginine starvation. This analysis highlighted the interferon-Janus kinase-signal transducer and activator of transcription (JAK-STAT) axis as the most recurrently and significantly enriched pathway, aligning with the expected TME-driven response pattern. 

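The paper tested Hallmark, KEGG and Reactome pathways by GSEA. Here the 731 Reactome pathways were ranked by the median log2 ratio of their genes in cancer cells. They were then ordered by the worst of their ranks in the 3 comparisons with Ctrl, an order chosen after the data were seen. Interferon gamma signaling (49 tested genes) had rank 1 in KD, 11 in AFD and 2 in KD + AFD, and stood in position 2 of this order. Amino acid synthesis and interconversion (11 genes), with ranks 5, 3 and 1, stood in position 1. Interferon signaling as a whole (75 genes) had ranks 8, 49 and 5 and position 6. Interferon alpha/beta signaling (12 genes), with ranks 14, 98 and 86, had position 17. In the comparisons that leave out Ctrl, interferon gamma signaling had rank 4 in KD + AFD against AFD and rank 106 in KD + AFD against KD. A shared Ctrl library alone gives 3 medians of the same sign in many draws of unchanged libraries: 45.7% for the IFNγ members listed in Table S2, 41.5% for an IFNα list and 43.8% for the JAK-STAT members of Table S2. The size of each median against random lists therefore carries more than its sign.

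**Figure D1:**
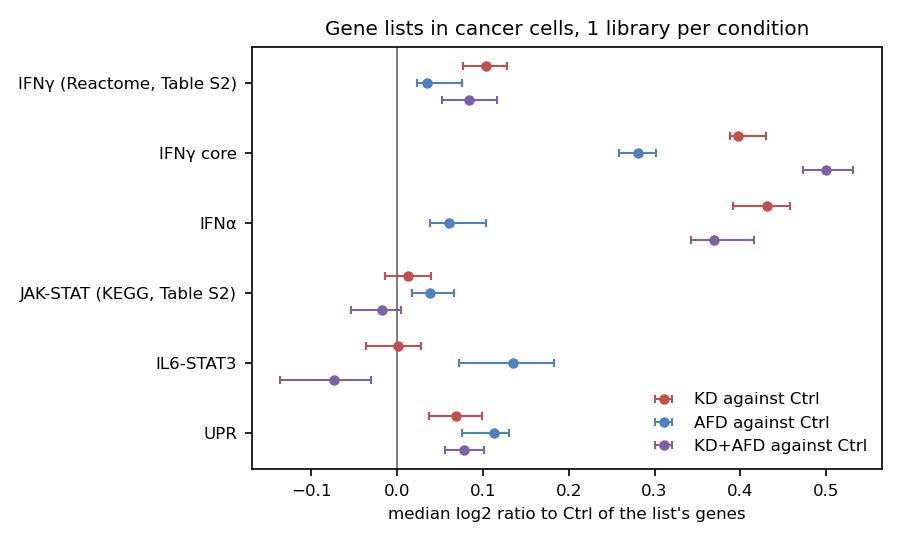
Median log2 ratio to Ctrl (horizontal axis) of 6 gene lists in cancer cells, with a dot for each of KD, AFD and KD + AFD and bars for the 95% counting-error interval. The IFNγ core list lies above 0 in all 3 treatments, whereas the JAK-STAT list lies near 0 and changes sign in KD and KD + AFD with the scaling, as the IL6-STAT3 list does in KD.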

The main enriched pathways included interferon-alpha (IFN) and gamma (IFNγ) signaling, as well as, to a lesser extent, IL6-JAK-STAT3 signaling (Figure 2A–C, Tables S1 and S6). 

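In cancer cells, the IFNα list (36 of 40 genes tested) had a median log2 ratio to Ctrl of 0.43 (0.39 to 0.46) in KD, 0.061 (0.039 to 0.10) in AFD and 0.37 (0.34 to 0.42) in KD + AFD. The percentiles among random lists were 100, 99.4 and 100, and 35, 26 and 34 genes were higher than in Ctrl. A limit of 50 CPM per gene moved the value most in KD, to 0.36, TMM scaling in AFD, to 0.094, and equal weight per cell in KD + AFD, to 0.30. IFNγ signaling was measured on the Reactome members of Table S2, of which 47 were tested. Their medians were 0.10 (0.077 to 0.13) in KD, 0.035 (0.024 to 0.076) in AFD and 0.084 (0.053 to 0.12) in KD + AFD, at percentiles 99.99, 96.4 and 100. The choice of list moved this value most: a core list of IFNγ target genes, which holds the 3 IP genes and most of the antigen presentation genes of Figure S3A, gave 0.40 (0.39 to 0.43), 0.28 (0.26 to 0.30) and 0.50 (0.47 to 0.53), with all 40 tested genes higher in each treatment. The IL6-STAT3 list (35 genes) had a median of 0.13 (0.072 to 0.18) in AFD, at percentile 100. This fell to 0.034 without the genes that TAMs express at over 5 times the level of cancer cells. In KD + AFD its median was −0.074 (−0.14 to −0.030), at percentile 14.3. In KD it was 0.0010, which changed sign under TMM scaling. The JAK-STAT members of Table S2 (74 tested) had a median of 0.039 (0.017 to 0.067) in AFD, at percentile 99.5. Their medians of 0.013 in KD and −0.017 in KD + AFD changed sign with the scaling.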

Interferon signaling is mediated by activation of Janus kinase 2 (JAK2) [15]. Indeed, Western blot analysis of 4T1 tumors following an AFD confirmed the elevation in JAK2 phosphorylation and total protein levels (Figure 2D). In concordance with the elevation in IFNγ response following depletion of arginine, further analysis of the cancer cells’ scArg-screen data revealed an elevation in canonical downstream targets of IFNγ-JAK2-STAT1, including genes of the immunoproteasome (IP) subunits and genes related to antigen presentation (Figure S3A–C). Accordingly, we further examined the expression of key components of these IFN-γ-regulated pathways, including major histocompatibility complex class I (MHC-I) and the IP subunits proteasome subunit beta type-9 (PSMB9/LMP2) and proteasome subunit beta type-10 (PSMB10/MECL-1), as functional readouts of IFNγ pathway activation [16,17]. Specifically, we confirmed by flow cytometry analysis the elevation in MHC-I expression in ASS1-KD + AFD tumors (Figure S3D).

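Of the 8 antigen presentation genes of Figure S3A, 7 passed the expression filter in cancer cells, and all of these were higher in each treatment than in Ctrl. Their median log2 ratio was 0.27 (0.24 to 0.30) in KD, 0.20 (0.14 to 0.23) in AFD and 0.25 (0.24 to 0.26) in KD + AFD, above 99.98%, 99.91% and 99.94% of random lists. The study picked these genes on the same libraries. Equal weight per cell moved the value most in KD, to 0.31, and TMM scaling moved it most in AFD and KD + AFD, to 0.23 and 0.29. The immunoproteasome (IP) replaces the catalytic subunits Psmb6, Psmb7 and Psmb5 of the proteasome by Psmb9, Psmb10 and Psmb8. In mouse GRCm38, Psmb8 (ENSMUSG00000024338) lies on chromosome 17 from 34197721 to 34201454, + strand, and Psmb9 (ENSMUSG00000096727) close by from 34181987 to 34187764 on the other strand. Psmb10 (ENSMUSG00000031897) lies on chromosome 8 from 105935735 to 105938444, − strand. In KD, the log2 ratio was 0.41 (0.39 to 0.42) for Psmb8, 0.51 (0.48 to 0.54) for Psmb9 and 0.48 (0.45 to 0.51) for Psmb10. In AFD the values were 0.18, 0.18 and 0.062, and in KD + AFD 0.42, 0.34 and 0.32. The median of the 3 IP genes moved most in AFD and KD + AFD under a stricter cell filter, to 0.13 and 0.29. The median of the constitutive counterparts was 0.019 in KD and −0.011 in AFD, both with a sign that depended on the scaling, and −0.051 in KD + AFD.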

Notably, in support of the human relevance of our findings for TNBC patients, analysis of TCGA-TNBC data showed a correlation between *ASS1* expression levels and the expression of IFNγ and JAK-STAT-associated genes (Figure 2E and Table S2). Importantly, these correlations encompassed both positive and negative associations, suggesting that *ASS1* levels are correlated with the overall transcriptional activity of the IFNγ-JAK-STAT axis, rather than with a single directional change. The presence of coordinated regulation between ASS1 and multiple cytokine response genes in human tumors aligns with our experimental findings and further supports the conserved connection between arginine metabolism and inflammatory signaling in TNBC.

### 3.6. 4T1 Cancer Cells Show Suppressed JAK-STAT Signaling Under Arginine Depletion

In contrast to these in vivo results, we found that adding IFNγ to 4T1 spheroids cultured under arginine deprivation inhibited the induction of the downstream JAK2 and STAT1 proteins and their phosphorylated forms, consequently decreasing the expression of IFNγ-regulated genes MHC-I and PSMB9 (Figure 2F and Figure S4A,B). Moreover, the addition of citrulline could restore the levels of total and phosphorylated STAT1 and PSMB9 proteins in response to IFNγ in ASS1-expressing cancer cells grown in an arginine-depleted medium, confirming the essentiality of arginine for the cancer cell response to IFNγ (Figure S4C). Notably, we found that the in vitro inhibition of JAK2 signaling following arginine depletion was not specific to IFNγ, as the addition of Interleukin-6 (IL-6) or Granulocyte colony-stimulating factor (G-CSF) cytokines, known activators of JAK signaling [18], led to a similar decrease in JAK2 phosphorylation (Figure S4D).

The contrasting responses to arginine depletion, demonstrating enhanced IFNγ-JAK-STAT activation with limited tumor growth inhibition in vivo, versus suppressed IFNγ signaling and heightened sensitivity in vitro, suggest that IFNγ signaling in cancer cells may be a compensatory rescue mechanism induced by the cross-talk between cancer cells and other cells in the TME to support tumor cell survival under arginine-deprived conditions.

### 3.7. Stromal and Immune Cells Exhibit Distinct Transcriptional Responses to Arginine Depletion

Focusing on the cellular components of the TME, analysis of the scArg-screen revealed that both systemic and intrinsic arginine restriction induced substantial transcriptional changes in stromal and immune cells, particularly in TAMs and CAFs (Figure 3A and Figure S5A–F). 

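A count of differentially expressed genes depends on how many cells and UMIs a cell type has. With 1 library per condition and no replicate, none was made here. Each hairpin and each diet is in more than 1 library, but no model of them was fitted. The size of the response was measured instead as the median absolute log2 ratio to Ctrl over genes at 200 CPM or more. Every cell type was first thinned to 228308 UMIs per library, the total of the smallest. Cancer cells had 0.156, 0.158 and 0.177 in KD, AFD and KD + AFD. TAMs had 0.179, 0.212 and 0.175, and CAFs 0.178, 0.184 and 0.197. For CD8 T cells the values were 0.171, 0.215 and 0.186, and for CD4 T cells 0.183, 0.211 and 0.188. Counting error alone gives between 0.120 and 0.128 at this depth. In AFD, the thinned values of TAMs ranged from 0.198 to 0.228 over 20 thinnings, and those of cancer cells from 0.148 to 0.172. Equal sums of UMIs rest on unlike numbers of cells, in AFD on 3712 cancer cells, 88 TAMs and 42 CD8 T cells. In cancer cells and CAFs, the alternative that moved the values most left the sums at their own depth. Cancer cells, with the most UMIs, then had 0.0773, 0.0857 and 0.108, TAMs 0.113, 0.162 and 0.101 and CAFs 0.108, 0.108 and 0.128. Neutrophils were left out, since they held fewer than 200000 UMIs in a library.

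**Figure D2:**
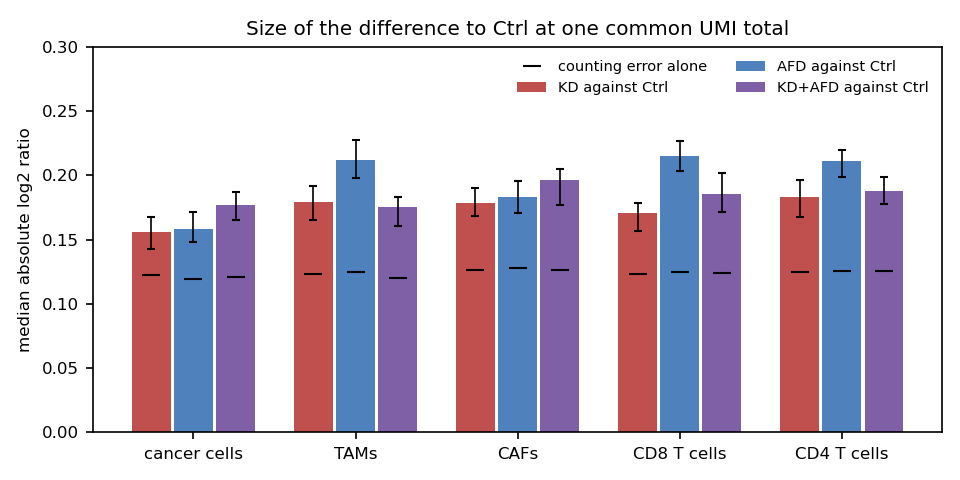
Median absolute log2 ratio to Ctrl (vertical axis) for each cell type and treatment, with error bars for the lowest and highest of 20 thinnings and short black lines for the value from counting error alone. All bars stand above counting error, and in AFD those of TAMs, CD8 T cells and CD4 T cells exceed those of cancer cells.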

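In CAFs, 10229 genes were tested, and in TAMs 9635. The UPR list had median log2 ratios to Ctrl of 0.16, 0.34 and 0.17 in CAFs of KD, AFD and KD + AFD, and of 0.053, 0.20 and 0.064 in TAMs. Its percentiles among random lists were 99.91, 100 and 99.89 in CAFs and 87.7, 99.86 and 96.0 in TAMs. Its ER chaperone arm had medians of 0.23, 0.35 and 0.096 in CAFs. In TAMs the arm had −0.024, 0.048 and −0.023, and each of these signs changed with the scaling. The IL6-STAT3 list was higher than in Ctrl in both cell types, with medians of 0.16, 0.21 and 0.35 in CAFs and 0.14, 0.30 and 0.16 in TAMs. The NF-kB list was also higher in both, with 0.20, 0.34 and 0.32 in CAFs and 0.063, 0.49 and 0.27 in TAMs. The medians of the cell cycle list in CAFs were 0.37 (0.28 to 0.54) in KD, −0.27 (−0.46 to −0.16) in AFD and −0.27 (−0.40 to −0.068) in KD + AFD, but the value in AFD turned positive when doublets were not removed. In TAMs they were −0.054 (−0.19 to 0.051), −0.84 (−1.19 to −0.69) and −0.085 (−0.17 to 0.056). The AFD library has the fewest TAMs, 88 cells with 596146 UMIs. The hypoxia and glycolysis list had medians of −0.037 in CAFs of KD, −0.046 in AFD, where it changed sign under equal weight per cell, and −0.28 in KD + AFD. In TAMs these were 0.16, 0.13 and −0.035. No difference between the cell types was tested.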

GSEA further showed that pathway responses to arginine depletion differed between CAFs and TAMs. Under systemic restriction by an AFD, most shared pathways in both cell types responded similarly to tumor cells. However, in contrast, endogenous inhibition of arginine synthesis in tumor cells through ASS1 knockdown revealed a distinct divergence in response: whereas tumor cells and TAMs displayed similar overall trends in the direction of transcriptional changes, tumor cells and CAFs exhibited opposing patterns (Figure 3B). 

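For the pathways of Table S3, the median log2 ratio of the Reactome genes in a set was taken relative to the median gene. Of the 28 pathways that Table S3 lists for cancer cells and CAFs under AFD, 15 had a Reactome set with at least 5 tested genes, and 11 of these moved in the same direction in both cell types. Of the 60 listed for cancer cells and TAMs, 32 could be tested and 30 moved alike. The study picked these pathways on the same libraries, so the tallies are no independent evidence. Without a filter on low counts, only 17 of 33 moved alike in cancer cells and TAMs, the largest shift of any alternative, while with equal weight per cell 13 of 15 did in cancer cells and CAFs.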

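Under KD, 13 of the 27 pathways listed for cancer cells and CAFs could be tested, and 2 of them moved in the same direction in both cell types. A stricter cell filter gave 7 of 13. For cancer cells and TAMs, 58 of 66 tested pathways moved alike, from 108 listed, and 52 of 67 did so without a filter on low counts. Over all Reactome pathways rather than the listed ones, the tallies were less far apart. Of 728 pathways tested in cancer cells and CAFs, 49.7% moved alike in KD, 56.9% in AFD and 50.1% in KD + AFD. Of 719 tested in cancer cells and TAMs, 64.5%, 58.7% and 55.9% did. Across genes, which are not independent replicates, the log2 ratios of KD correlated with 0.107 between cancer cells and CAFs and with 0.111 between cancer cells and TAMs.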

Notably, the shared pathways between tumor and TAMs included elevated interferon signaling (Table S3). These results indicate shared dependencies between tumor cells and TAMs following systemic and cancer-specific arginine depletion, suggesting a potential compensatory mechanism in CAFs that enables cancer survival.

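Table S3 lists the Reactome sets of interferon, interferon alpha/beta and interferon gamma signaling for cancer cells and TAMs under KD. Relative to the median gene, interferon gamma signaling had a median log2 ratio of 0.25 in cancer cells and 0.18 in TAMs. Interferon alpha/beta signaling had 0.13 and 0.10. Under AFD, interferon signaling as a whole had 0.073 in cancer cells and 0.14 in TAMs. The IFNα list of TAMs had medians to Ctrl of 0.43 (0.32 to 0.49) in KD, 0.20 (0.11 to 0.40) in AFD and 0.26 (0.20 to 0.38) in KD + AFD. The percentiles among random lists were 100, 99.97 and 100. The IFNγ core list had 0.068 (0.015 to 0.12), 0.056 (0.000055 to 0.12) and 0.15 (0.046 to 0.19) in TAMs. In CAFs the IFNα list had −0.26 (−0.39 to −0.15) in KD, −0.30 (−0.44 to −0.17) in AFD and 0.25 (0.16 to 0.39) in KD + AFD. The IFNγ core list had −0.29 (−0.44 to −0.20), −0.22 (−0.27 to −0.098) and 0.19 (0.077 to 0.28) there. The 3 signs in CAFs were the same for both lists and kept under TMM scaling and equal weight per cell.

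**Figure D3:**
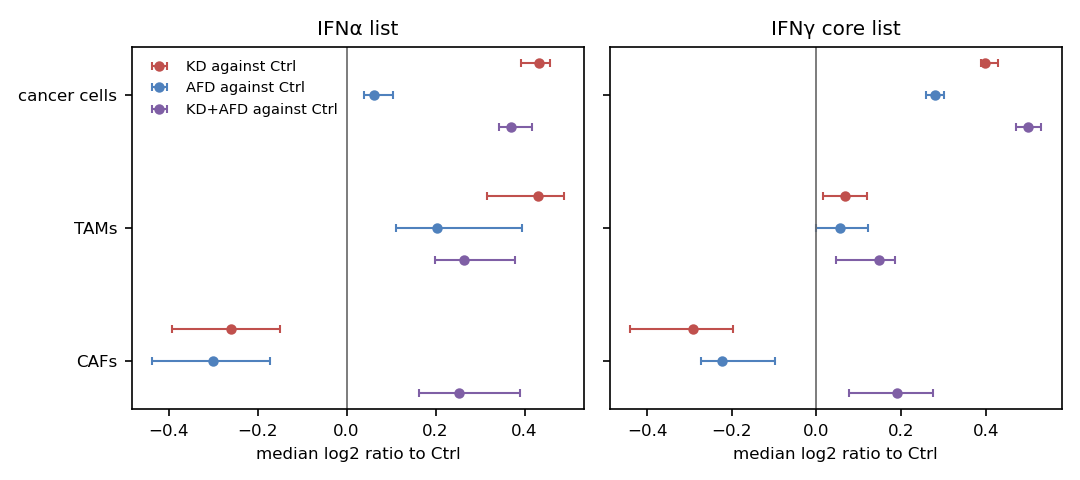
Median log2 ratio to Ctrl of the IFNα list (left) and the IFNγ core list (right) in cancer cells, TAMs and CAFs, with a dot per treatment and bars for the 95% counting-error interval. The dots of CAFs lie below 0 in KD and AFD and above 0 in KD + AFD, whereas those of cancer cells and TAMs lie above 0.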

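The genes with the largest ratios in TAMs and CAFs were taken by a fixed rule of size, 5 each way per treatment. Several rest on a single cell, which the counting intervals do not cover. In CAFs of KD, Igkc (6020 UMIs against 0 in Ctrl), Ighm and Jchain led, and a single cell held 99.98%, 99.9% and 100% of their UMIs. Penk had a log2 ratio of 2.97 (2.49 to 3.48), with 11.7% in its highest cell. Mmp10 was lower in CAFs of KD, at −2.74 (−3.29 to −2.23), and of KD + AFD, at −2.75 (−3.34 to −2.20), but a single Ctrl cell held 25.6% of its UMIs there. Saa3 was higher in CAFs of AFD, at 1.84 (1.75 to 1.93), with 16.3% in its highest cell, and of KD + AFD, at 2.02 (1.93 to 2.10), where that share was 9.02%. Crabp1 was lower in AFD, at −2.26 (−2.40 to −2.13), with 13.2% of its Ctrl UMIs in 1 cell. Rsad2, an interferon target, was lower in CAFs of KD (−2.93) and AFD (−3.02), but a single Ctrl cell held 61.8% of its UMIs. In TAMs of KD, Retnla had 206 UMIs against 30 in Ctrl, all in a single cell. Ly6c2 was higher at 1.70 (1.50 to 1.90), and Vcam1 lower at −1.69 (−2.38 to −1.07). In AFD, Ccl8 was lower at −2.77 (−3.20 to −2.38) and Cx3cr1 at −1.68 (−1.99 to −1.38), while Rsad2 was higher at 2.29 (1.99 to 2.59), with 31.6% in its highest cell. In KD + AFD, Ccl5 was higher at 2.45 (2.30 to 2.59), with 17.7% in its highest cell, and Fcrls lower at −1.73 (−2.39 to −1.13). The paper's line of reasoning runs from the pathways that KD and AFD moved in cancer cells, CAFs and TAMs. Under AFD, most shared pathways moved in CAFs and in TAMs as they did in tumor cells. Under KD, tumor cells and TAMs still moved alike overall, interferon signaling included, whereas tumor cells and CAFs moved in opposite directions (Figure 3B, Table S3). From this the paper concludes that tumor cells and TAMs share dependencies after arginine depletion, and it proposes a potential compensatory mechanism in CAFs through which cancer cells survive.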

### 3.8. Fibroblast-Derived Arginine Supports Cancer Cell Survival but Does Not Trigger Elevated IFNγ-JAK-STAT Signaling Following Arginine Deprivation

To better differentiate the contributions of CAFs and TAMs to the response of cancer cells to arginine deprivation, we first established a co-culture system of 4T1 cancer cells and normal mammary fibroblasts (NMFs). Although not tumor-derived, NMFs are influenced by breast tumor cells in co-culture, acquiring CAF-like gene expression and functional features [19,20]. Interestingly, a 3D co-culture of 4T1 and NMFs revealed that NMFs provide cancer cells with resistance to arginine deficiency, as can be seen by the preservation of the size of the spheroids and significant reduction in apoptosis in cancer cells grown in co-culture compared to cancer cells grown without NMFs (Figure 3C,D). Notably, conditioned medium (CM) from NMFs cultured in an arginine- and citrulline-depleted medium provided cancer cells with similar protection against the apoptosis induced by arginine deficiency, supporting the notion that fibroblasts secreted molecules protect cancer cells against arginine deficiency (Figure 3D). Indeed, arginine levels were elevated in the medium of the NMFs cultured in arginine- and citrulline-free medium, while applying this medium on cancer cells decreased arginine levels, likely due to arginine consumption by cancer cells (Figure 3E). To validate the role of NMFs’ secreted arginine in rescuing the cancer cells’ survival under arginine deprivation, we silenced the expression of ASS1 in NMFs co-cultured with cancer cells. Indeed, the silencing of ASS1 in NMFs abolished the rescue of the cancer cells’ survival by fibroblasts (Figure 3F and Figure S6A,B).

However, although NMFs secreted arginine rescued cancer cells from apoptosis under arginine-deprived conditions, co-culture with NMFs alone failed to restore JAK-STAT signaling in cancer cells exposed to IFNγ, as indicated by persistently low pSTAT1 and PSMB9 protein levels (Figure 3G). These findings suggest that arginine supplementation by primary fibroblasts is insufficient to recapitulate the full IFNγ-JAK-STAT activation observed in vivo. Thus, we next co-cultured 4T1 cells with RAW 264.7 cells and primary bone marrow-derived macrophages (BMDMs), which, similar to NMFs, are not tumor-derived but become reprogrammed by breast cancer cells in co-culture to acquire TAM-like phenotypes [21,22].

### 3.9. Cooperative Cross-Talk Between Cancer Cells, Fibroblasts, and Macrophages Mediates JAK-STAT Activation Under Arginine Deprivation

Encouragingly, co-culturing of 4T1 cells with RAW 264.7 macrophage cells in an arginine-depleted medium supplemented with IFNγ significantly increased pSTAT1 levels in cancer cells relative to culturing in full medium, supporting a role for macrophages in enabling the induction of JAK-STAT signaling in tumor cells under arginine depletion (Figure 4A). In line with these findings, and with the increased prevalence of macrophages in TCGA breast cancer tumors expressing high levels of ASS1, in vivo arginine depletion increased macrophage abundance in the TME of 4T1 tumors (Figure S1B and Figure 4B). To better mimic the TME, we established a tri-culture system comprising cancer cells, BMDMs, and NMFs, without exogenous IFNγ supplementation. Spheroid size was preserved following co-cultures with NMFs, BMDMs, or both under arginine deprivation (Figure S6C). However, strikingly, we found that exclusively in the tri-culture setting, arginine deprivation induced elevated STAT1 phosphorylation, resembling the in vivo response (Figure 4C). Moreover, conditioned medium from arginine-deprived tri-cultures, but not from cancer cell and NMF or cancer cell and BMDM co-cultures, was sufficient to increase pSTAT1 levels in cancer cells. Collectively, these results demonstrate that arginine depletion promotes cooperative crosstalk between cancer cells, fibroblasts, and macrophages, driving STAT1 activation to support tumor survival.

### 3.10. Combined Arginine Deprivation and JAK Inhibition Reveals a Therapeutically Targetable Vulnerability in TNBC

The unique activation of IFNγ-JAK-STAT signaling in cancer cells following arginine deprivation prompted us to examine the potential therapeutic effect of the JAK1/2 inhibitor ruxolitinib [23]. Importantly, combining arginine-intrinsic (ASS1-KD) and -extrinsic (AFD) deprivation with ruxolitinib gavage treatments in 4T1-bearing mice, starting on day 11 when 4T1 tumors are palpable, significantly reduced tumor size (Figure 4D,E).

These findings demonstrate that arginine deprivation sensitizes TNBC to JAK signaling inhibition, revealing a targetable therapeutic vulnerability.

## 4. Discussion

Our findings reveal that arginine deprivation activates a TME-driven JAK-STAT rescue pathway in TNBC, defining a biologically coherent and therapeutically actionable dependency. Although 4T1 TNBC cells were highly sensitive to arginine depletion in vitro, combined inhibition of endogenous arginine synthesis and systemic depletion in vivo yielded only modest reductions in tumor growth. This discrepancy highlights a key finding of our study: the TME serves as a compensatory support that buffers tumors against nutrient stress. Single-cell transcriptomic profiling uncovered coordinated transcriptional remodeling across stromal and immune compartments, identifying CAFs and TAMs as key mediators of this adaptive response. Our data supports a model in which fibroblast-derived arginine maintains tumor viability under arginine deprivation, while coordinated CAF–macrophage signaling activates the JAK-STAT signaling pathway. In this way, arginine depletion exposes a JAK-STAT rescue circuit, wherein stromal–immune cooperation reinstates pro-survival transcriptional programs under metabolic stress. Consistent with this model, pharmacologic JAK inhibition effectively disrupted the adaptive response and enhanced the anti-tumor efficacy of arginine depletion, validating JAK-STAT as a strategic node for metabolic–immunologic combination therapy.

Our analysis of TCGA-BRCA and TCGA-TNBC cohorts further supports the human relevance of our findings. Tumors with higher *ASS1* expression displayed an increased abundance of fibroblasts and macrophages, as well as a coordinated upregulation of IFN-γ- and JAK-STAT-associated genes, mirroring the metabolic–immune interactions uncovered in our mouse model. These observations suggest that *ASS1* expression marks broader TME remodeling involving JAK -STAT activation, reinforcing the translational significance of the arginine–JAK-STAT axis described here for therapy.

This mechanism aligns with broader evidence that dysregulated JAK-STAT signaling is a convergent axis of treatment resistance across multiple cancers, including TNBC and hepatocellular carcinoma (HCC). In TNBC, constitutive or stress-induced activation of JAK2-STAT3 and, increasingly appreciated, STAT1 promotes proliferation, invasion, stemness, and immune evasion, correlating with chemotherapy failure and poor prognosis [24,25,26,27]. Similarly, in HCC, resistance to sorafenib and other targeted therapies arises through the coordinated rewiring of pathways, such as the PI3K-AKT and JAK-STAT pathways, within a hypoxic, fibroblast-rich microenvironment that fosters epithelial–mesenchymal transition, cancer stemness, and immune escape. Mechanistic and bioinformatic studies have positioned JAK-STAT signaling at the center of this adaptive remodeling [28]. Notably, JAK-STAT-dependent transcriptional signatures can display features of immune activation while simultaneously encoding immune-evasive states, illustrating a functional duality that likely extends to metabolically stressed TNBC [29].

Our results further refine the emerging view of STAT1 as a context-dependent mediator of tumor progression. Although STAT1 is classically associated with tumor-suppressive interferon responses, mounting evidence suggests that in TNBC, STAT1 can acquire pro-tumorigenic functions, promoting stemness, proliferation, inflammatory cytokine production, and poor clinical outcomes [24,30]. Indeed, in our model, STAT1 upregulation following arginine deprivation appears to reflect a stress-induced adaptive state that enhances tumor resilience. This dual functionality highlights the importance of targeting pathway-level vulnerabilities rather than individual cytokines or transcription factors, especially in tumors that exhibit rapid metabolic and transcriptional plasticity.

From a therapeutic perspective, our data suggest that ASS1-low tumors, which cannot compensate for the loss of extracellular arginine, are particularly vulnerable to arginine deprivation, whereas ASS1-high tumors exhibit reduced dependence on exogenous arginine and display a stronger IFNγ-JAK-STAT signature. Thus, ASS1 expression levels may help distinguish tumors with intrinsic metabolic dependency from those buffered by their microenvironment and could serve as a basis for patient stratification.

Broadly, the field of cancer metabolism has been driven by the idea that depriving tumors of a specific nutrient exposes a vulnerability that can be exploited with targeted drugs. Here, we demonstrate that a deeper understanding of tumor metabolism, particularly its dynamic crosstalk with the TME, reveals not only how cancer cells adapt to metabolic stress, but also how stromal and immune cells co-evolve to sustain tumor growth. In the context of arginine starvation in TNBC, this reciprocal interaction triggers the JAK-STAT compensatory responses, which can be targeted for therapeutic intervention. Hence, by pinpointing the nodes where tumor and TME dependencies converge to enhance survival, we uncover therapeutic windows in which existing drugs can effectively block these adaptive pathways. This strategy reframes metabolic plasticity: rather than a barrier to therapy, it becomes an opportunity to achieve more durable and effective treatments.

### Limitations and Future Directions

While our findings propose a compelling biological model, several limitations warrant consideration. First, we have not yet defined the specific factors and interactions among CAFs, TAMs, and cancer cells that ultimately generate the microenvironmental signals driving JAK–STAT activation under arginine deprivation. Targeted perturbation of IFNγ, IL-6, and other candidate pathways will be required to establish causality. Second, although JAK inhibition enhanced the efficacy of arginine depletion, validation across additional TNBC models, including patient-derived systems, will be necessary to determine the generalizability of these therapeutic effects. Finally, we did not assess compensatory pathways that may emerge after dual metabolic and signaling inhibition. Identifying such secondary escape routes will be essential for designing durable, mechanism-based therapeutic combinations.

## 5. Conclusions

Collectively, our study demonstrates that arginine deprivation reveals a TME-driven JAK-STAT rescue circuit that enables TNBC tumors to withstand metabolic stress, uncovering a coordinated survival program that spans both the stromal and immune compartments. By integrating metabolic, transcriptomic, and in vivo analyses, we demonstrate that CAF-derived arginine supports tumor cell viability under deprivation, while the full activation of JAK-STAT signaling in the tumor and the subsequent survival despite systemic nutrient depletion requires the combined contribution of stromal cells and macrophages. This multifaceted adaptive response underscores the TME’s central role in buffering metabolic therapies and identifies JAK-STAT activation as a critical convergence point through which stromal–immune interactions reestablish tumor fitness. Importantly, pharmacologic JAK inhibition disrupts this rescue mechanism, significantly enhancing the anti-tumor efficacy of arginine deprivation and defining a tractable therapeutic strategy for otherwise refractory TNBC. These findings advance a mechanistic rationale for combining metabolic stress with targeted disruption of adaptive immune signaling pathways, reframing metabolic plasticity as a source of exploitable vulnerability and offering a clear translational path toward more durable, mechanism-based treatment regimens in TNBC.

## Figures and Tables

**Figure 1:**
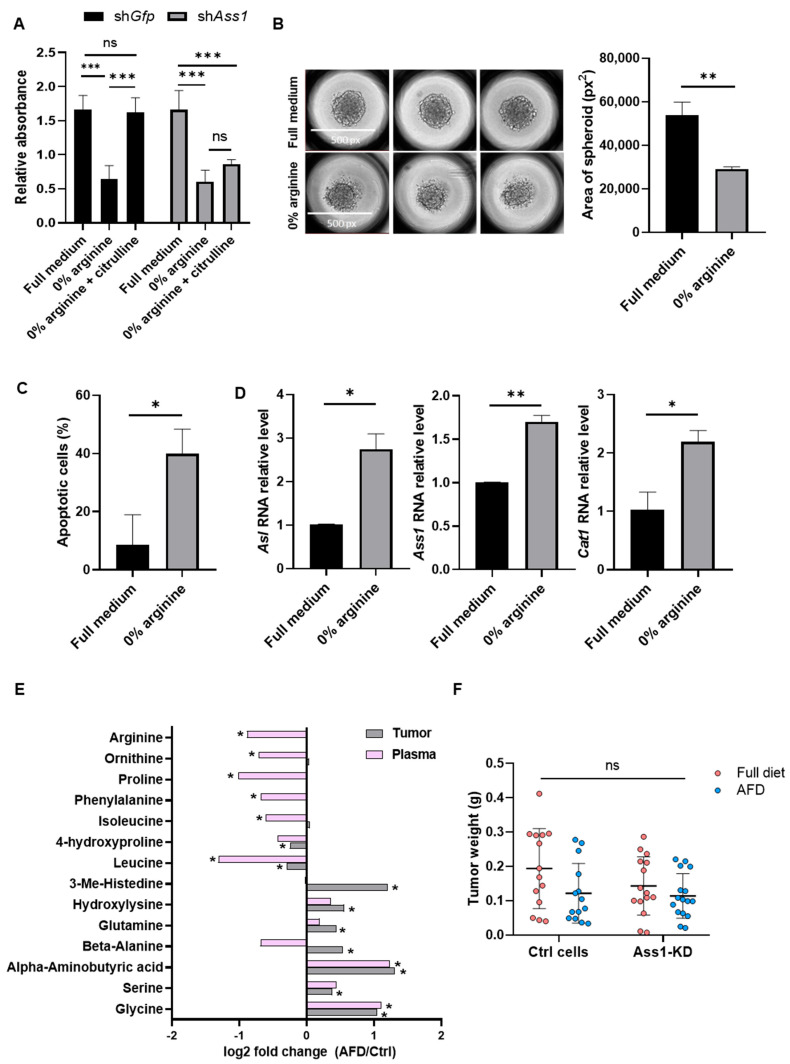
TNBC tumors resist arginine depletion despite strong in vitro sensitivity. (**A**) XTT survival assay shows reduced viability of 4T1 cells grown in arginine-deprived medium, rescued by citrulline supplementation only in ASS1-expressing cells. n = 3. Two-way ANOVA and Tukey tests. *p*-values: 0.0004, 0.0002, 0.0003, and 0.0024, respectively. (**B**) Representative images (left) and quantification (right) of 4T1 spheroid area show reduced growth in arginine-free medium. n = 3; average of 4 spheroids per replicate. Student’s *t*-test. *p*-value: 0.002. (**C**) Flow cytometry demonstrates increased apoptosis (annexin-V positive) in 3D 4T1 spheroids following arginine deprivation. n = 3. Student’s *t*-test. *p*-value: 0.015. (**D**) RT-PCR shows increased expression of *Asl* (left), *Ass1* (middle), \and *Cat1* (right) in 4T1 cells under arginine deprivation. n = 2. Student’s *t*-test. *p*-values: 0.020, 0.005, and 0.012, respectively. (**E**) LC-MS shows significant changes in amino acid levels in plasma and tumors of mice fed with the AFD vs. the standard diet. Values are presented as log2 fold change. n = 13–14 per group; 3 experiments. Two-way ANOVA and Tukey tests. *p* value < 0.05. (**F**) Tumor weights of BALB/c mice injected with 4T1-sh*Gfp* or 4T1-sh*Ass1* and fed with a standard diet or an AFD demonstrate limited reduction following in vivo arginine deprivation. n = 14–16 per group; 3 experiments. Two-way ANOVA and Tukey tests. ns—not significant, * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 2:**
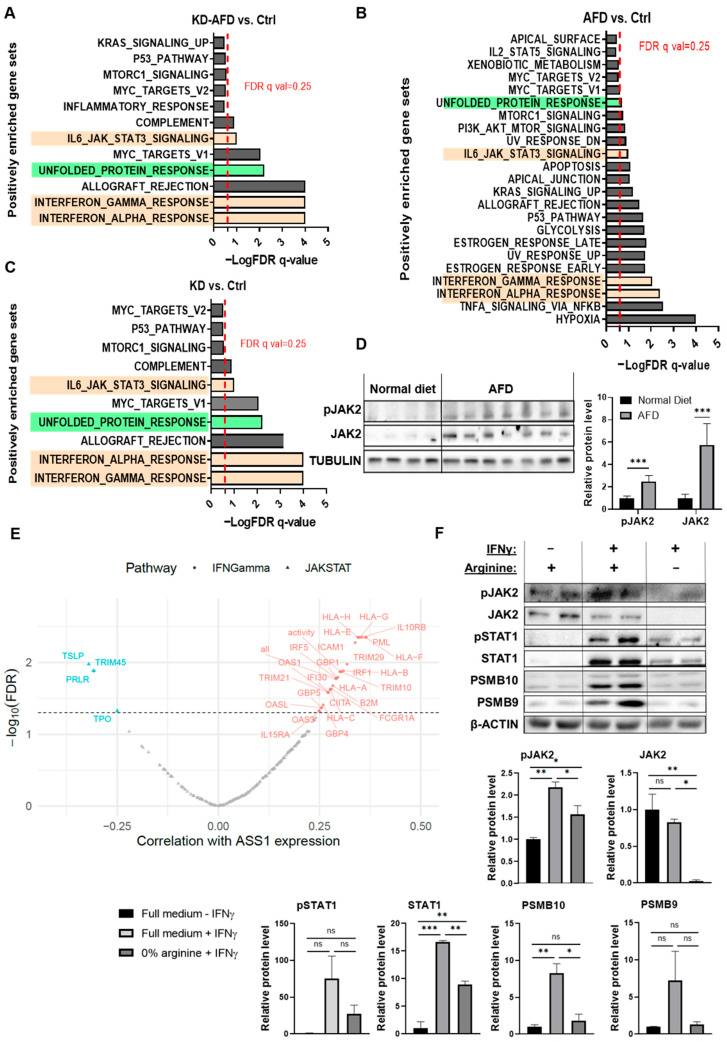
Arginine deprivation activates IFNγ/JAK-STAT in vivo despite in vitro suppression. (**A**–**C**) Pathway enrichment of Hallmark gene sets of KD + AFD vs. Ctrl (**A**), AFD vs. Ctrl (**B**), and KD vs. Ctrl. (**C**) Shows upregulation of unfolded protein response (green) and IFNγ/JAK-STAT signaling (light orange) in cancer cells from the single-cell RNA sequencing following different modes of arginine restriction (scArg-screen). BALB/c female mice were inoculated with 4T1-sh*Gfp* or 4T1-sh*Ass1* cells and fed with a standard diet or an AFD. Tumors of 4–5 mice from each group were pooled together. Red line = FDR q-value threshold of 0.25. (**D**) Western blot (left) and its quantification (right) of pJAK2 and JAK2 expression in tumors from mice fed with a standard diet (n = 4) or an AFD (n = 7) on day 7 after tumor inoculation. Student’s *t*-test. *** *p*-value < 0.001. (**E**) Spearman correlations in TCGA-TNBC tumors show a correlation between *ASS1* and IFNγ/JAK-STAT genes. Red = positive correlation; blue = negative correlation. Significant genes (FDR < 0.05) are colored; “all” and “activity” reflect gene average and estimated activity by single-sample gene set enrichment analysis (ssGSEA), respectively. Full data are provided in Table S2. (**F**) Western blot (upper) and its quantification (lower) show IFNγ-induced JAK-STAT-PSMB9-10 expression in 4T1 spheroids only in the presence of arginine. n = 2 replicates. The experiment was repeated 3 times. Student’s *t*-test. ns—not significant, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 3:**
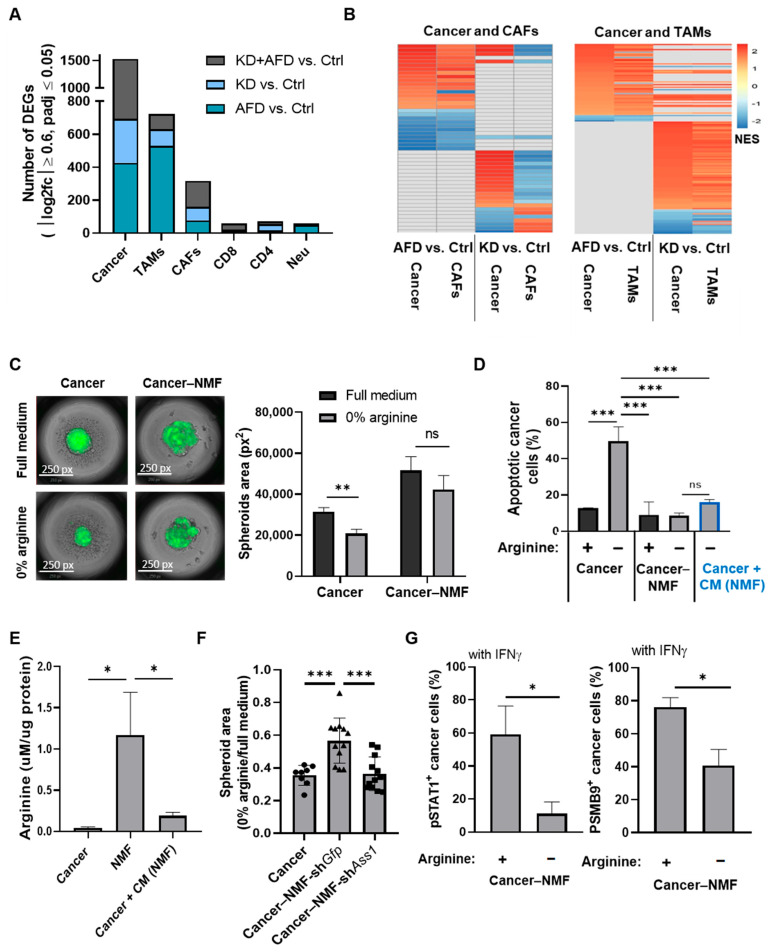
CAF-derived arginine supports cancer cell survival but does not rescue IFNγ-JAK-STAT signaling. (**A**) Bar graph shows the number of DEGs in each TME cell type from the scArg-screen, indicating similar transcriptomic effects following cancer-endogenous and systemic inhibition of arginine availability. DEGs were determined using 12 pseudo-samples per treatment as described in the Methods Section. (**B**) Heatmaps show GSEA-enriched pathways (*p* ≤ 0.05) shared between cancer cells and CAFs (left) or cancer and TAMs (right), based on the scArg-screen. In each graph, the pathways shown in the 2 columns on the left compare AFD vs. Ctrl, and the 2 columns on the right compare KD vs. Ctrl. Full data is provided in Table S3. (**C**) Representative images (left) and quantification (right) of GFP+ 4T1 cells co-cultured with NMFs demonstrate preserved spheroid size in arginine-deprived conditions. n = 3. Four spheroids were averaged for each replicate. Student’s *t*-test. *p*-value: 0.003. (**D**) Flow cytometry of annexin-V staining shows reduced apoptosis in 4T1 cells co-cultured with NMFs or treated with conditioned medium of NMFs. n = 3. One-way ANOVA and Tukey tests. *** *p*-value < 0.001. (**E**) LC-MS analysis shows elevated arginine levels in NMF medium compared to cancer cell medium or to medium of cancer cells treated with CM from NMF. Values were normalized to total protein mass. n = 3; one-way ANOVA and Tukey tests. *p*-values: 0.29 and 0.32, respectively. (**F**) Quantification of spheroids’ area of 4T1 monoculture (4T1) or 4T1 co-cultured with NMFs expressing shGfp (NMF-sh*Gfp*) or sh*Ass1* (NMF-sh*Ass1*). Preserved spheroid growth under arginine-deprived conditions was observed only when 4T1 cells were co-cultured with NMFs expressing *Ass1*. (n = 3; four spheroids analyzed per replicate. One-way ANOVA and Tukey tests. *** *p*-value < 0.001. (**G**) Flow cytometry shows reduced pSTAT1^+^ (left) and PSMB9^+^ (right) cancer cells co-cultured with NMFs under arginine deprivation, indicating fibroblasts do not rescue IFNγ signaling under arginine deprivation. n = 3. Student’s *t*-test. *p*-values: 0.011 and 0.005, respectively. ns—not significant, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 4:**
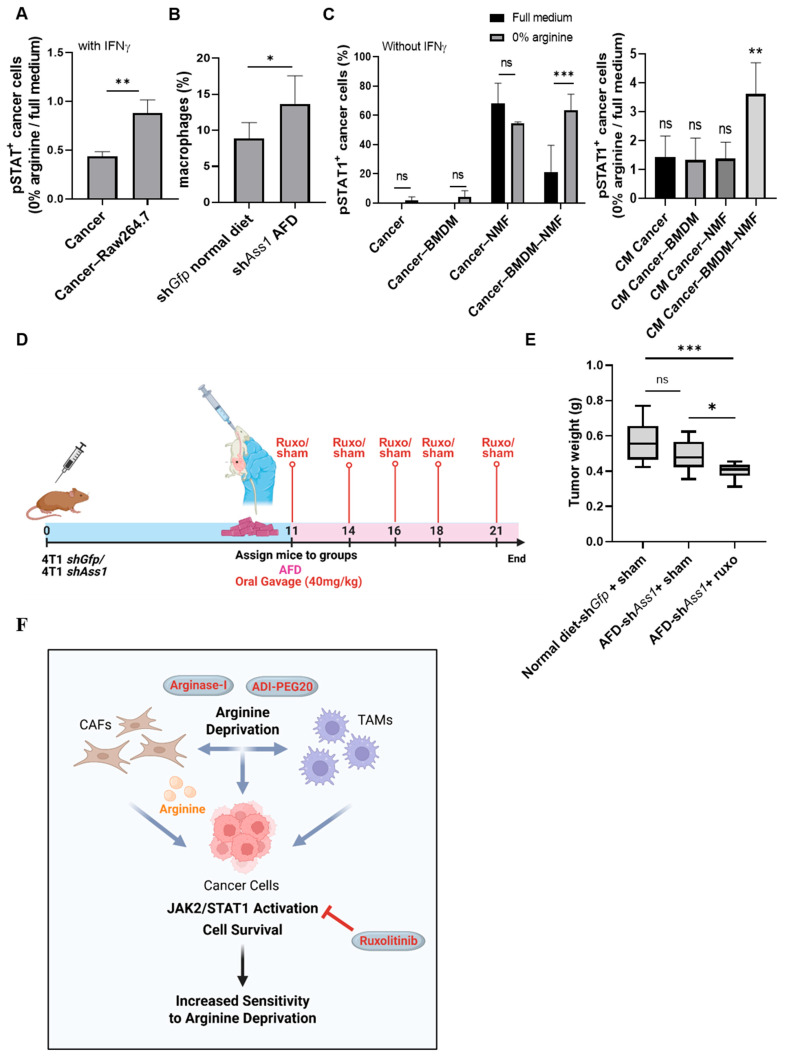
Cancer–CAF–TAM crosstalk drives JAK-STAT activation under arginine deprivation, revealing therapeutic vulnerability in TNBC. (**A**) Flow cytometry shows elevated IFNγ-induced pSTAT1^+^ cancer cells (0% arginine/full medium) when co-cultured with RAW264.7 macrophages. n = 3. Student’s *t*-test. *p*-value: 0.006. (**B**) Flow cytometry shows increased CD45^+^CD11b^+^F4/80^+^ macrophages in tumors of KD + AFD mice vs. Ctrl. n = 5. Student’s *t*-test. *p*-value: 0.043. (**C**) Flow cytometry analysis of pSTAT1^+^ cancer cells shows increased pSTAT1 activation under arginine deprivation when 4T1 cells are co-cultured simultaneously with BMDMs and NMFs (left) or when treated with CM derived from this tri-culture (right). No external IFNγ was added. For each experiment: n = 3, 2-way ANOVA with Tukey’s tests comparing full vs. 0% arginine within each co-culture/CM condition (*p* = 0.001 and *p* = 0.0054, respectively). (**D**) Schematic overview of experimental design: BALB/c female mice were injected with 4T1-shGfp or 4T1-sh*Ass1* (ASS1-KD) cells. On day 11, mice were divided into 2 groups: mice fed with a regular or arginine-free diet (AFD) and treated by gavage with ruxolitinib (40 mg/kg). Created in Biorender. Tishler, H. (2025) https://BioRender.com/v7fnfh3. (**E**) Tumor weights show enhanced response to arginine deprivation when mice are treated with ruxolitinib. n = 6–7. One-way ANOVA test. *p*-value < 0.0001 and 0.021, respectively. (**F**) Proposed model: Arginine depletion in tumor cells elicits a compensatory response mediated by the tumor microenvironment. CAFs support cancer cells by supplying arginine, and cooperative interplay among cancer cells, CAFs, and TAMs activate JAK-STAT signaling to sustain cancer cell survival. This acquired dependency sensitizes tumors to JAK1/2 inhibition with ruxolitinib, offering a strategy to overcome resistance to arginine-depleting agents such as ADI-PEG20 and Arginase-I. Created in Biorender. Tishler, H. (2025) https://BioRender.com/cyfg4aa. ns—not significant, * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

## Data Availability

All data are available in the main text or the Supplementary Materials. The data of the single-cell RNA sequencing screen (scArg-screen) has been deposited in GEO under accession number GSE310301.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells15010025/s1, Figure S1: *ASS1* levels in TCGA-BRCA samples correlate with immune cell infiltration and intercellular interactions; Figure S2: Validation of *Ass1* knockdown and the scArg-screen; Figure S3: Increased in vivo IFNγ/JAK-STAT signaling; Figure S4: Arginine deprivation suppresses IFNγ signaling in vitro; Figure S5: Cell-type-specific transcriptional responses to arginine deprivation; Figure S6: Fibroblast- and macrophage-mediated support preserves cancer cell survival under arginine deprivation; Table S1: Shared GSEA-enriched pathways (*p* ≤ 0.05) in KD vs. Ctrl and AFD vs. Ctrl cancer cells from 4t1 tumors of the scArg-screen. NES—normalized enriched score; Table S2: Correlation of *ASS1* expression with IFNγ/JAK–STAT pathway genes and activity. “All” indicates the average expression of all pathway genes, and “activity” reflects pathway activity estimated by ssGSEA; Table S3: GSEA-enriched pathways (*p* ≤ 0.05) shared between cancer cells and CAFs or cancer cells and TAMs, based on the scArg-screen; Table S4: Enriched ligand-receptor interactions of high-*ASS1* tumors, based on TCGA breast cancer samples; Table S5: Enriched ligand-receptor interactions of low-*ASS1* tumors, based on TCGA breast cancer samples; Table S6: Consistently enriched Hallmark pathways across KD, KD-AFD and AFD vs. control comparisons, with roles in cancer cell adaptive survival and TNBC-specific evidence; Supplementary Methods and Western blots. References [31,32,33,34,35] are cited in the supplementary materials.

# Supplementary material for: Inhibition of Tumor Microenvironment-Driven JAK-STAT Signaling Enhances Response to Arginine Deprivation Therapy in Triple-Negative Breast Cancer
**Source:** Cells. 2025 Dec 23;15(1):25. doi: 10.3390/cells15010025
**Supplement:** Supplementary file 1

**Supplementary Materials for**

**Inhibition of Tumor Microenvironment-Driven JAK-STAT Signaling  
Enhances Response to Arginine Deprivation Therapy in Triple-Negative  
Breast Cancer**

Hila Tishler *et al.*

**This PDF file includes:**

Figures S1 to S6  
Table S6  
Legends for Supplementary Tables S1–S5 (Excel)  
Legend for the Western blot source file

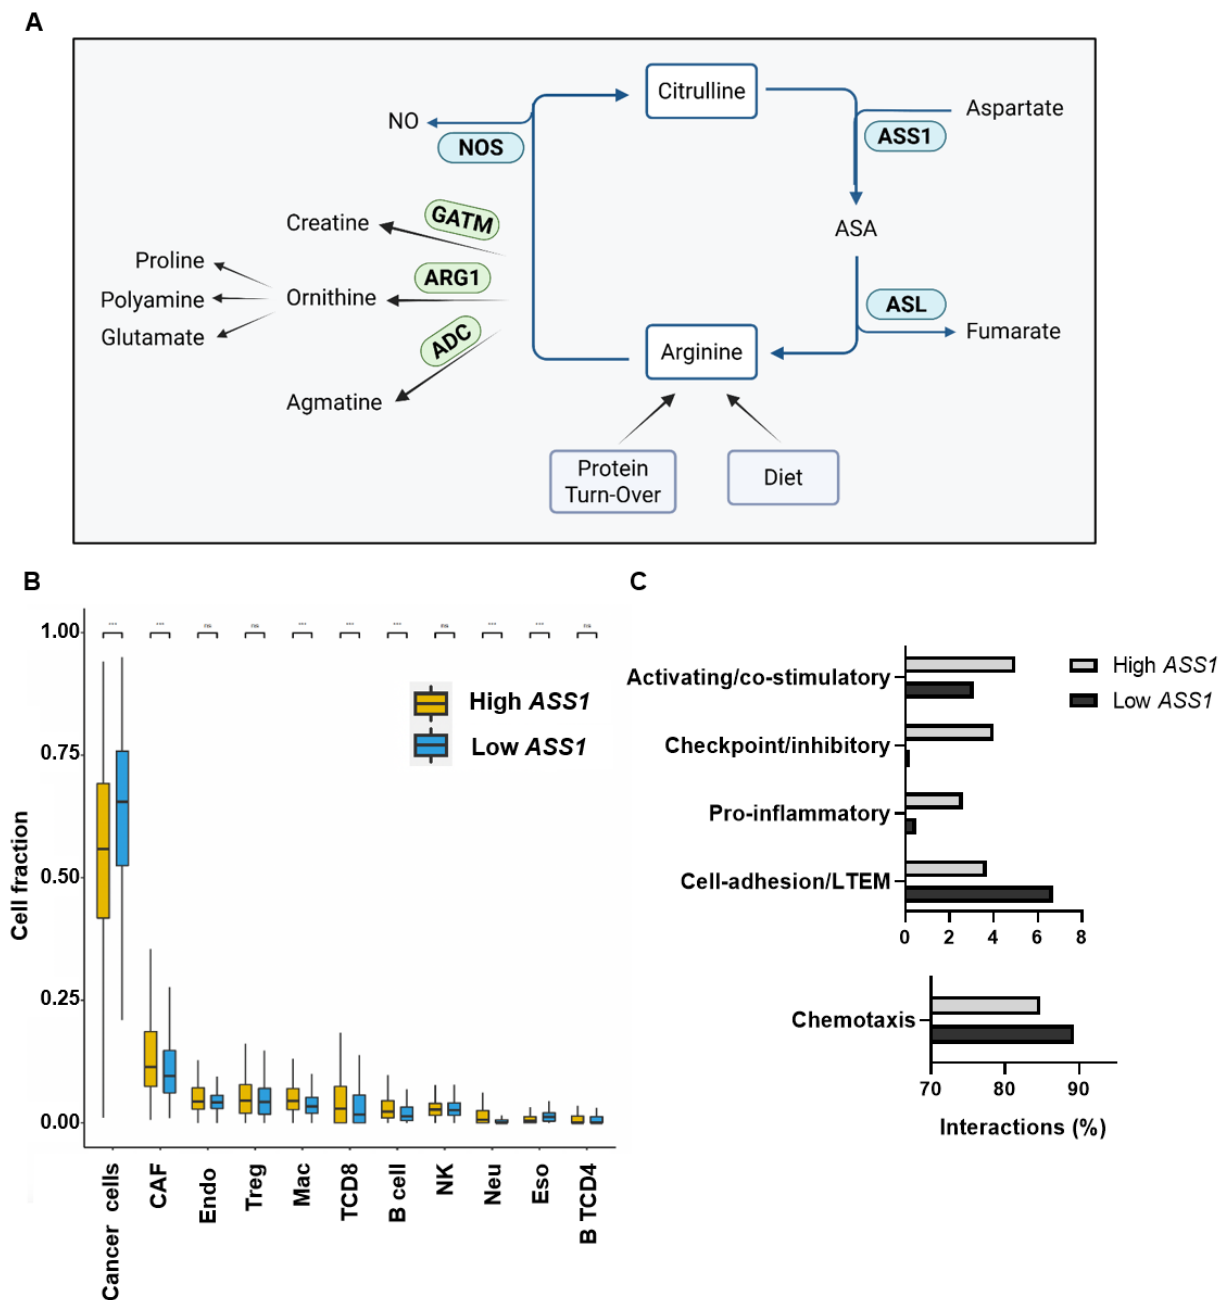

**Figure S1. *ASS1* levels in TCGA-BRCA samples correlate with immune cell infiltration and intercellular interactions**

**(A)** Scheme of arginine metabolism. Arginine is acquired via dietary intake, protein breakdown, or endogenous synthesis through the citrulline-NO cycle. It serves as a substrate for four enzymes producing NO, polyamines, glutamate, and creatine. Created in BioRender. Erez, A. (2025) <https://BioRender.com/iqy4e6b>

**(B)** Boxplot showing abundance of various TME cell types in TCGA breast cancer samples with high vs. low *ASS1* expression, showing increased immune infiltration in high-*ASS1* tumors. \*\*\*p-value<0.001.

**(C)** Ligand-receptor interaction network based on TCGA breast cancer samples. Low-*ASS1* tumors show enrichment of chemotaxis and cell-adhesion/LTEM signaling interactions in comparison to the high-*ASS1* group. High-*ASS1* tumors demonstrate enrichment of checkpoint/inhibitory and pro-inflammatory interactions. Full data is provided in **Table S4** (high-*ASS1* tumors) and **Table S5** (low-*ASS1* tumors).

A

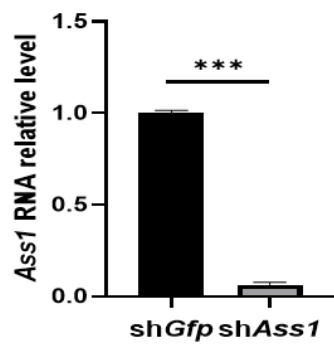

B

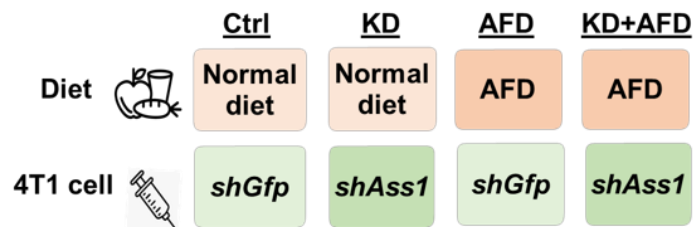

C

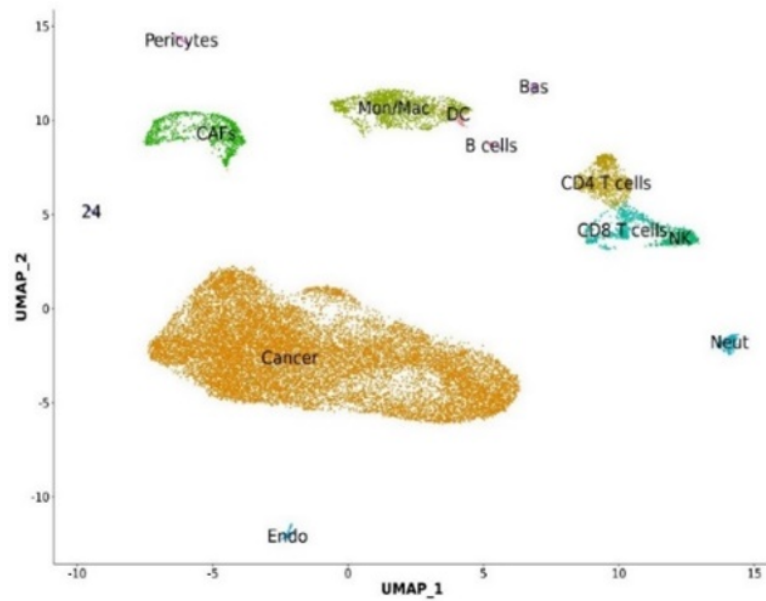

D

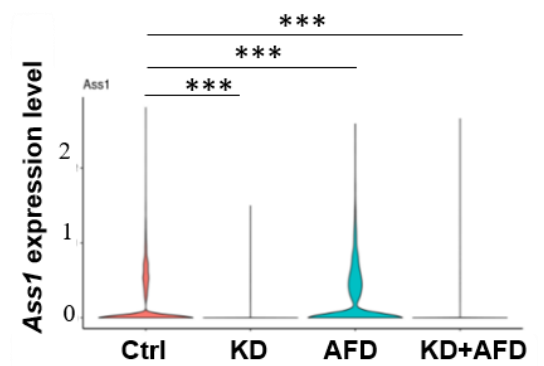

E

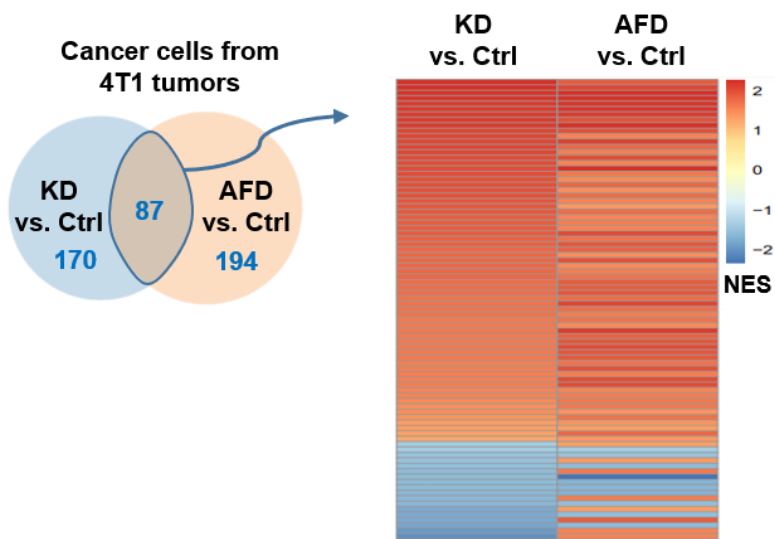

**Figure S2. Validation of *Ass1* knockdown and the scArg-screen**

**(A)** RT-PCR analysis shows reduced *Ass1* expression in 4T1 cells following sh*Ass1* knockdown. n=2. Student's t-test. p-value: 0.0001.

**(B)** Schematic description of arginine restriction experimental treatment groups: Ctrl (sh*Gfp* + regular diet), KD (sh*Ass1* + regular diet), AFD (sh*Gfp* + AFD), KD+AFD (sh*Ass1* + AFD).

**(C)** Uniform Manifold Approximation and Projection for Dimension Reduction (UMAP) plot of the scArg-screen showing manual cell type annotation, identified by marker expression.

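The annotation of the paper was not used here, and clusters were built and named again from fixed markers, so shares can differ from the figure's. At a resolution of 1.2 the 21230 cells fell into 27 clusters. Cancer cells made up 70.3, 71.1, 83.7 and 73.1% of the cells of Ctrl, KD, AFD and KD + AFD. TAMs were 853 of 6449 cells in Ctrl (13.2%, exact binomial interval 12.4 to 14.1%). They were 174 of 4743 in KD (3.67%), 88 of 4435 in AFD (1.98%) and 223 of 5603 in KD + AFD (3.98%). A coarser clustering gave 15.3, 4.34, 2.91 and 4.87%, and a stricter cell filter, which moved the share of KD most, gave 2.59% there. CAFs made up 3.40, 5.86, 4.67 and 5.12%, and CD8 T cells 1.88, 1.18, 0.947 and 0.999%. Clusters without enough markers, or whose leading genes went against their name, stayed unnamed, and held 3.52, 1.90, 1.40 and 2.21% of the cells. The median TAM held 6939, 5936, 5004 and 5824 UMIs, below the median cancer cell in each library. Shares of cells in 1 library per condition carry the dissociation and capture of that library.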

**(D)** Violin plots based on the scArg-screen show *Ass1* expression in cancer cells, demonstrating reduced expression in KD and KD+AFD samples and elevated expression in AFD compared to Ctrl. 

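A share of cells with an Ass1 UMI depends on depth, so each cell was thinned to 1000 UMIs, and cells with fewer were left out (108, 39, 53 and 71 cancer cells of Ctrl, KD, AFD and KD + AFD). An Ass1 UMI was then found in 2.37, 0.5699, 2.95 and 0.497% of cancer cells. The exact binomial intervals were 1.94 to 2.86% in Ctrl and 0.343 to 0.889% in KD. In AFD the interval was 2.43 to 3.55%, which overlaps that of Ctrl, and in KD + AFD it was 0.304 to 0.767%. Without thinning the shares were 25.8, 5.93, 38.3 and 5.89%, at median depths of 11952, 16152, 16500 and 14130 UMIs per cancer cell. T cells, looked at for free RNA, gave thinned shares of 1.65, 6.74, 3.14 and 8.57%, with median depths of 1974, 1754, 2142 and 1546 UMIs. These shares move opposite to those of the cancer cells in the KD libraries, so they are not free RNA of cancer cells alone.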

Paired comparisons using Student's *t*-test and FDR correction. \*\*\*p-value<0.001.

**(E)** Venn diagram shows overlap of GSEA-enriched pathways ( $p \leq 0.05$ ), in cancer cells of the scArg-screen, comparing KD vs. Ctrl and AFD vs. Ctrl (left); heatmap shows shared enriched pathways (right). The full list of common enriched pathways is provided in **Table S1**. 

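GSEA asks whether the genes of a pathway gather at the top or the bottom of a list of all genes ranked by their ratio between conditions. The normalized enrichment score (NES) gives the direction and the strength. The Venn diagram sets side by side the pathways enriched in KD and in AFD, both ranked against the same Ctrl cells. Chance values of the Ctrl library enter both rankings with the same sign and raise the overlap. The size of this effect can be read from simulated libraries without change. Through the shared Ctrl, 61.8% (51.8 to 70.3%) of Reactome pathways moved alike in KD and KD + AFD, against 68.5% observed, and 61.1% (49.5 to 72.5%) in AFD and KD + AFD, against 71.3% observed. For KD and AFD, the pair of the diagram, the observed share was below the simulated median. Comparisons that share no library give 49.2% (40.4 to 60.1%) in simulation and 56.8% observed for KD on both diets. For the diet on both hairpins they give 49.6% (35.6 to 62.8%) and 58.7%. Each observed share thus lay within the range of libraries without change. These ranges are wide, so the shares do not decide whether the libraries changed. Across the tested genes, the pairs that share no library correlated with 0.363 for KD and 0.501 for the diet. Simulations without change gave −0.0404 to 0.0355 and −0.0257 to 0.0347, so the correlations lay above them.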

NES - normalized enriched score.

A

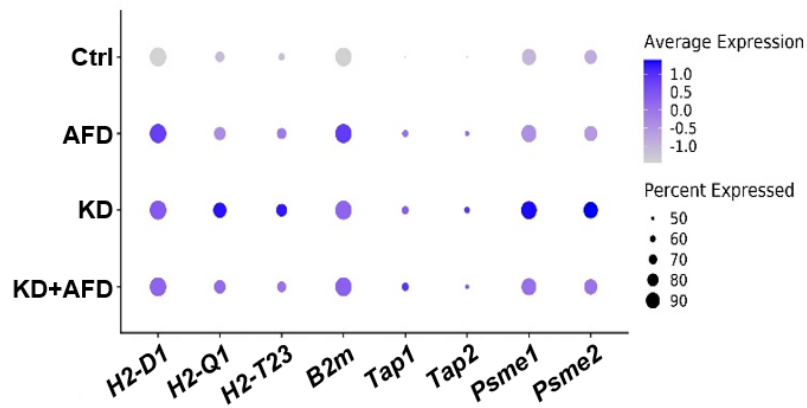

B

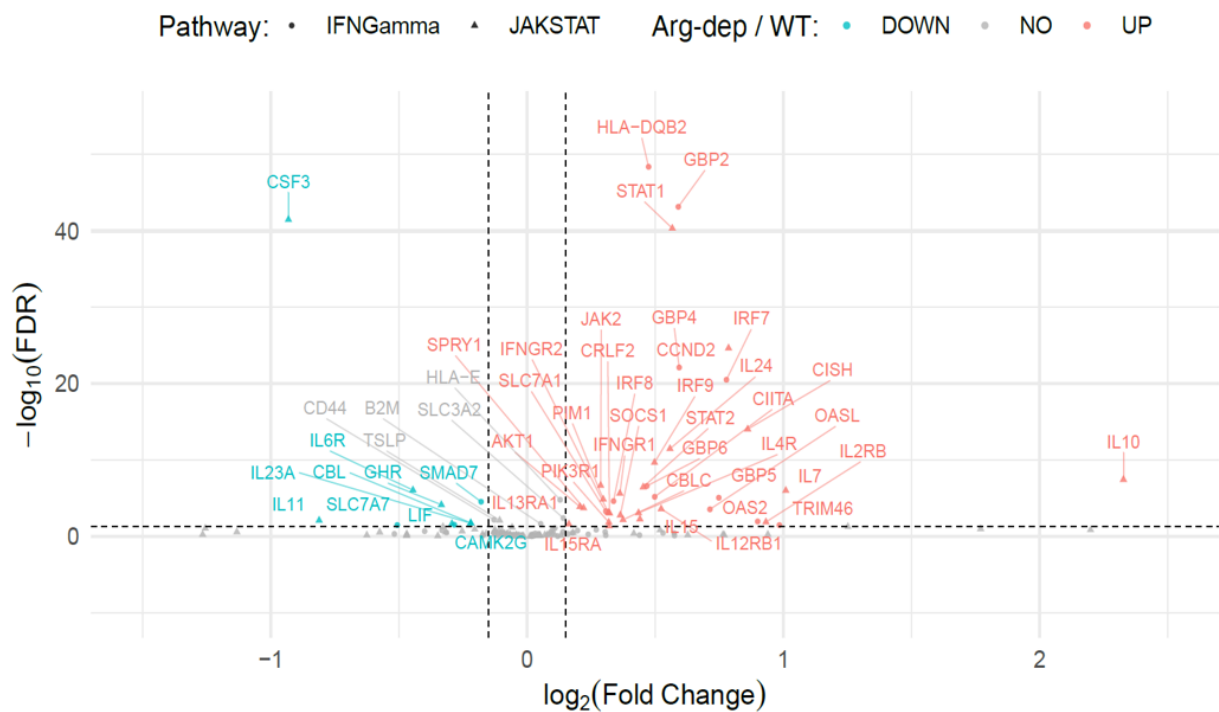

C

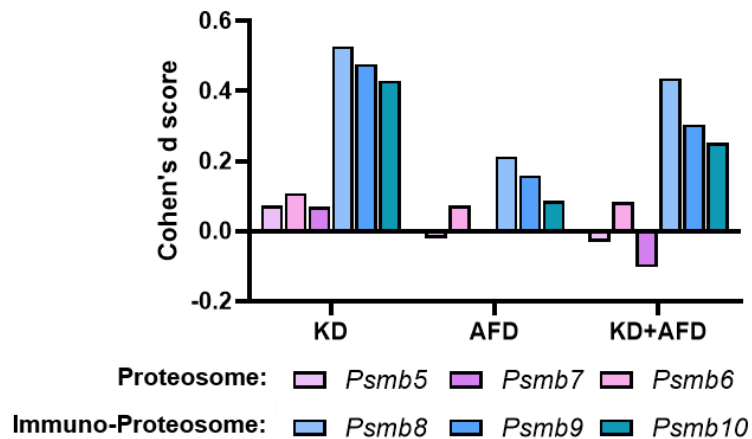

D

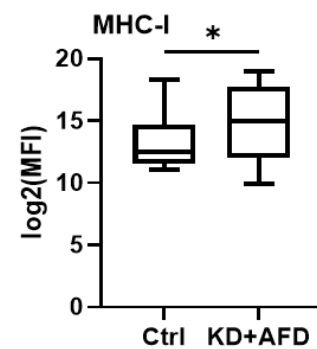

**Figure S3. Increased in vivo IFN $\gamma$ /JAK-STAT signaling**

**(A)** Dot plot based on the scArg-screen shows increased expression of IFN $\gamma$ -regulated antigen presentation genes in cancer cells following arginine restriction. 

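In cancer cells, Tap1, part of the transporter that carries peptides to MHC-I, had the largest ratios of the panel, with log2 ratios to Ctrl of 0.52 (0.46 to 0.58) in KD, 0.41 (0.35 to 0.46) in AFD and 0.69 (0.63 to 0.74) in KD + AFD. Tap2 had 0.33, 0.21 and 0.31. H2-D1 and H2-T23, which encode MHC-I heavy chains, had 0.22, 0.27 and 0.25 and 0.48, 0.20 and 0.30 in the same order. B2m, the light chain, had smaller ratios of 0.053, 0.086 and 0.10. The proteasome activator genes Psme1 and Psme2 had 0.23, 0.077 and 0.15 and 0.27, 0.031 and 0.10. H2-Q1 was rare, with 40 UMIs in Ctrl, 54 in KD, 39 in AFD and 39 in KD + AFD. Its log2 ratios of 0.45 (−0.16 to 1.08), −0.24 (−0.91 to 0.43) and −0.080 (−0.75 to 0.59) had intervals across 0, so no difference was detectable at this depth. The H2 genes are near-identical paralogs, and reads that match several of them can be lost or split in counting, so their values are uncertain.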

All the comparisons of treatments to Ctrl are significant for these genes (except for AFD vs. Ctrl for *Psme2*), with adjusted-p-value<0.0001.

**(B)** Volcano plot based on the scArg-screen demonstrates differentially expressed genes (DEGs) from IFN $\gamma$  (circles) and JAK-STAT (triangles) pathways in KD+AFD vs. Ctrl cancer cells. 

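Of the 50 genes labelled in the volcano plot, 38 had a higher level in cancer cells of KD + AFD than of Ctrl in the libraries as analysed here. Gbp2 had a log2 ratio of 0.69 (0.64 to 0.73), Gbp4 0.40 (0.35 to 0.46), Irf7 0.77 (0.67 to 0.86) and Cish 0.86 (0.72 to 1.00). Jak2 had −0.17 in KD, 0.35 in AFD and 0.35 in KD + AFD. Csf3 (ENSMUSG00000038067, chromosome 11 from 98701263 to 98703629, + strand of GRCm38), which encodes the granulocyte growth factor G-CSF, had −1.09 (−1.16 to −1.02) in KD + AFD. In KD its ratio of 0.0070 had a sign that depended on the scaling, and in AFD the ratio was 0.026. Il11 was also lower in KD + AFD, at −1.32 (−1.63 to −1.01). Il24 was higher in KD + AFD, at 0.65 (0.58 to 0.71), and lower in KD, at −0.27. Il10 was rare but higher in both libraries of the diet, with 42 UMIs in Ctrl, 45 in KD, 219 in AFD and 193 in KD + AFD.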

Red = upregulated; blue = downregulated. Genes shown pass FDR < 0.05 and |logFC| > 0.15. 

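A pseudo-sample is the sum of a random part of the cells of a treatment. The cells of a treatment come from 1 library made from pooled tumors, so pseudo-samples of a treatment share its mice, dissociation and capture. Their spread reflects how cells differ within a library and how many molecules were counted. It does not hold the spread between mice or between libraries. The ratios used here are those of the sums over all cells, scaled by the total. DESeq2 scales by size factors of its own, so its ratios need not be the same, and p-values over pseudo-samples describe the libraries.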

DEGs were calculated following pseudo-bulking of each treatment single sample into 12 pseudo-samples.

**(C)** Bar graph based on the scArg-screen shows stronger induction of immunoproteasome (IP) vs. proteasome subunits following arginine deprivation, as measured by Cohen's d effect sizes.

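Cohen's d is the difference of 2 means divided by the pooled standard deviation, here over cells and on values scaled to 10000 UMIs per cell and log-transformed. It was 0.545, 0.237 and 0.472 for Psmb8 in KD, AFD and KD + AFD against Ctrl. For Psmb9 it was 0.491, 0.202 and 0.337, and for Psmb10 0.460, 0.118 and 0.285. The constitutive subunit Psmb5 had 0.0892, 0.000825 and −0.00273, Psmb6 0.135, 0.100 and 0.0867 and Psmb7 0.0909, 0.0279 and −0.102. The mean over the IP subunits exceeded that over the constitutive ones by 0.394 ± 0.0207 in KD, 0.143 ± 0.0264 in AFD and 0.370 ± 0.0272 in KD + AFD. The half-width of the 95% interval comes from redrawn UMI counts, with the cells kept fixed. It covers counting error only, and not the sampling of cells. Cohen's d depends on depth, and Ctrl had the fewest UMIs per cell. With each cell thinned to 2000 UMIs the differences fell to 0.267, 0.1095 and 0.225, the largest shift of any alternative.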

**(D)** Flow cytometry shows elevated MHC-I expression in tumor cells (CD326<sup>+</sup>) from KD+AFD vs. Ctrl mice. n = 14–15, 3 experiments. two-way ANOVA. \*  $p = 0.021$ .

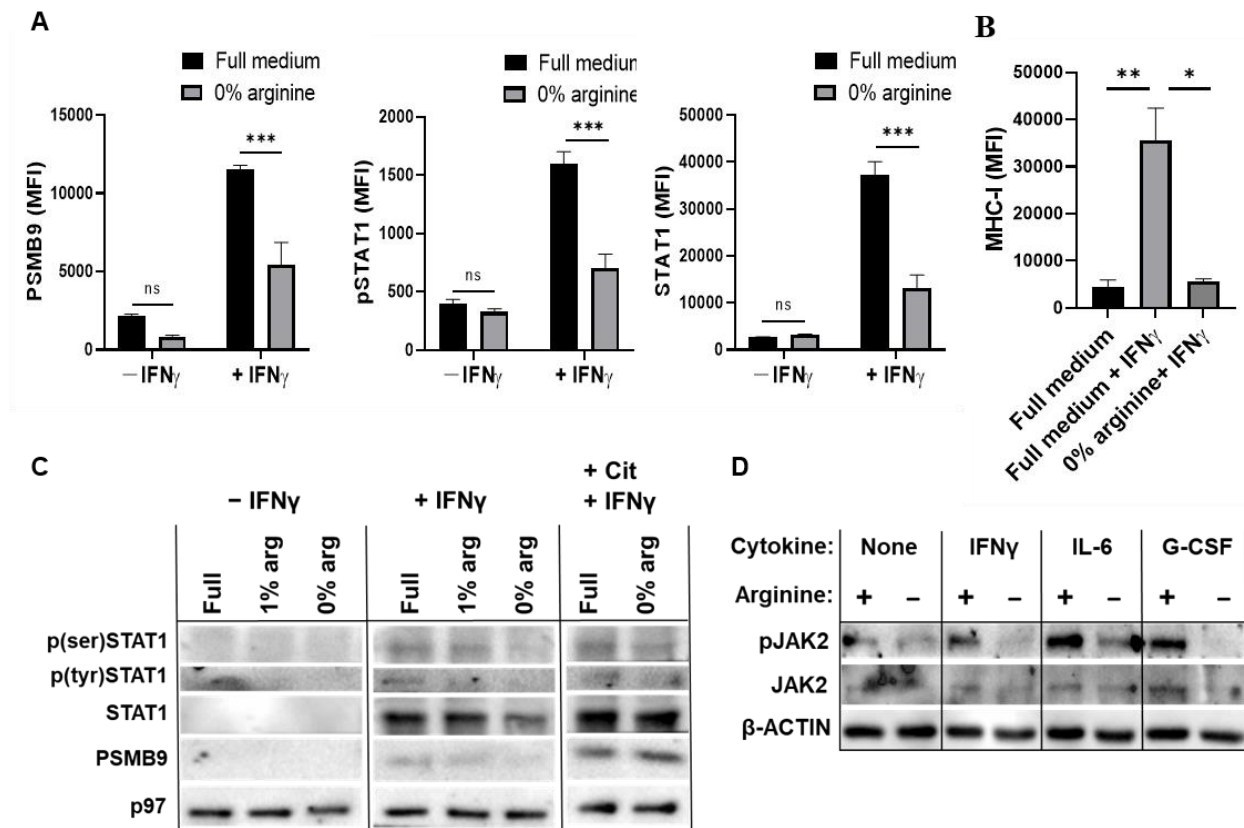

**Figure S4. Arginine deprivation suppresses IFN $\gamma$  signaling in vitro**

(A) Flow cytometry demonstrates that 4T1 cells under arginine deprivation fail to induce STAT1 (left), p(Ser)STAT1 (middle) and PSMB9 (right) in response to IFN $\gamma$  supplementation.  $n = 3$ . Two-way ANOVA and Tukey tests.  $p$ -values  $< 0.001$ .

(B) Flow cytometry demonstrates that 4T1 cells under arginine deprivation fail to induce MHC-I in response to IFN $\gamma$ .  $n = 2$ . One-way ANOVA and Tukey tests.  $p$ -values: 0.0095 and 0.011.

(C) Western blot shows reduced expression of STAT1, pSTAT1 (Tyr and Ser), and PSMB9 in 4T1 spheroids under arginine deprivation, which can be rescued by citrulline supplementation.

(D) Western blot demonstrates that pJAK2 is induced by IFN $\gamma$ , IL-6, and G-CSF only in the presence of arginine, showing dependency on extracellular arginine for pathway activation.

NS - not significant, \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

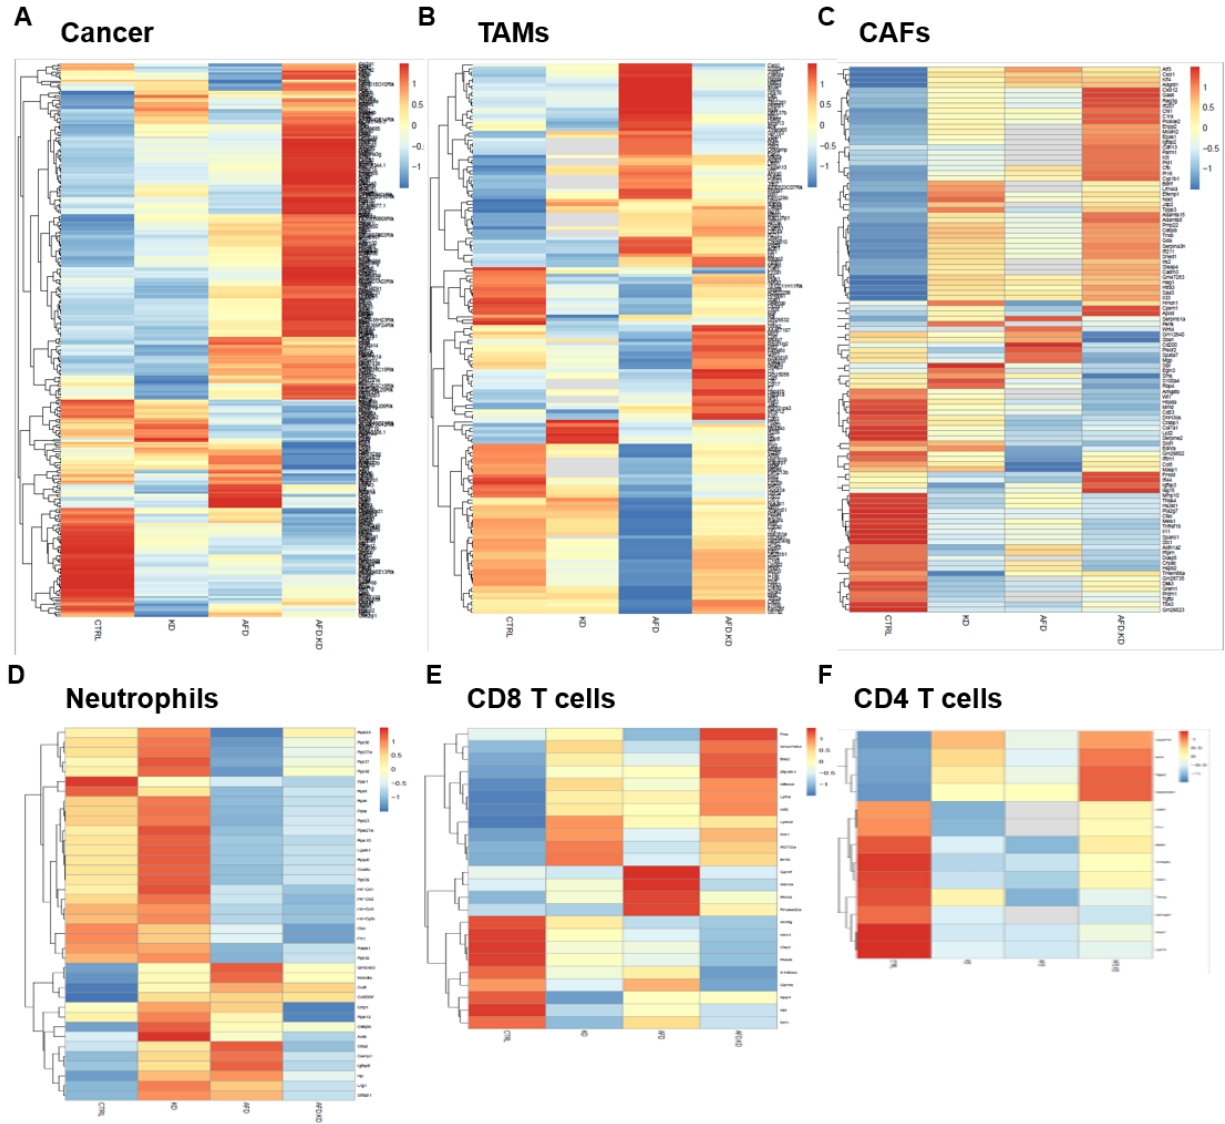

**Figure S5. Cell-type-specific transcriptional responses to arginine deprivation**

(A-F). Heatmaps showing DEGs with  $p_{adj} < 0.05$ ,  $baseMean > 5$ , and  $|\log_2FC| > 1$  in the TME cell populations identified in the scArg-screen, demonstrating robust transcriptional responses to arginine deprivation: (A) Cancer cells (301 genes), (B) TAMs (200 genes), (C) CAFs (105 genes), (D) Neutrophils (38 genes), (E) CD8+ T cells (24 genes), (F) CD4+ T cells (13 genes). 

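By the fixed rule of size, the largest increase in cancer cells of each treatment was that of Cebpb, with log2 ratios to Ctrl of 1.98 (1.95 to 2.02) in KD, 1.67 (1.63 to 1.71) in AFD and 391 CPM in KD + AFD against 101 in Ctrl. Cebpb was lower in Ctrl than in the other libraries in the other cell types looked at as well. In KD, Cxcl10 (1.29, 1.23 to 1.36), Basp1 (0.94) and Cxcl9 (0.88) followed, and Ibsp (−0.98, −1.04 to −0.92) and H19 (−0.79) were among the lowest. In AFD, Basp1 (0.94), Il24 (0.91), Atf3 (0.86) and Iigp1 (0.83) were higher. Msmp fell furthest in AFD, with −2.42 (−2.51 to −2.33), and in KD + AFD, with −2.20 (−2.29 to −2.11). In KD + AFD, Hspa1b (1.69, 1.61 to 1.76), Cxcl9 (1.44), C3 (1.39) and Anxa8 (1.36) were higher, and Mmp3 (−1.28, −1.33 to −1.23) and S100a4 (−0.94) lower. Rpl10, at −0.68 in AFD, has near-identical processed copies in the genome, and its count is uncertain.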

Z-score normalized baseMean expression values are shown across Ctrl, KD, AFD, and KD+AFD groups. DEGs were identified using pseudo-bulking into 12 pseudo-samples per treatment group.

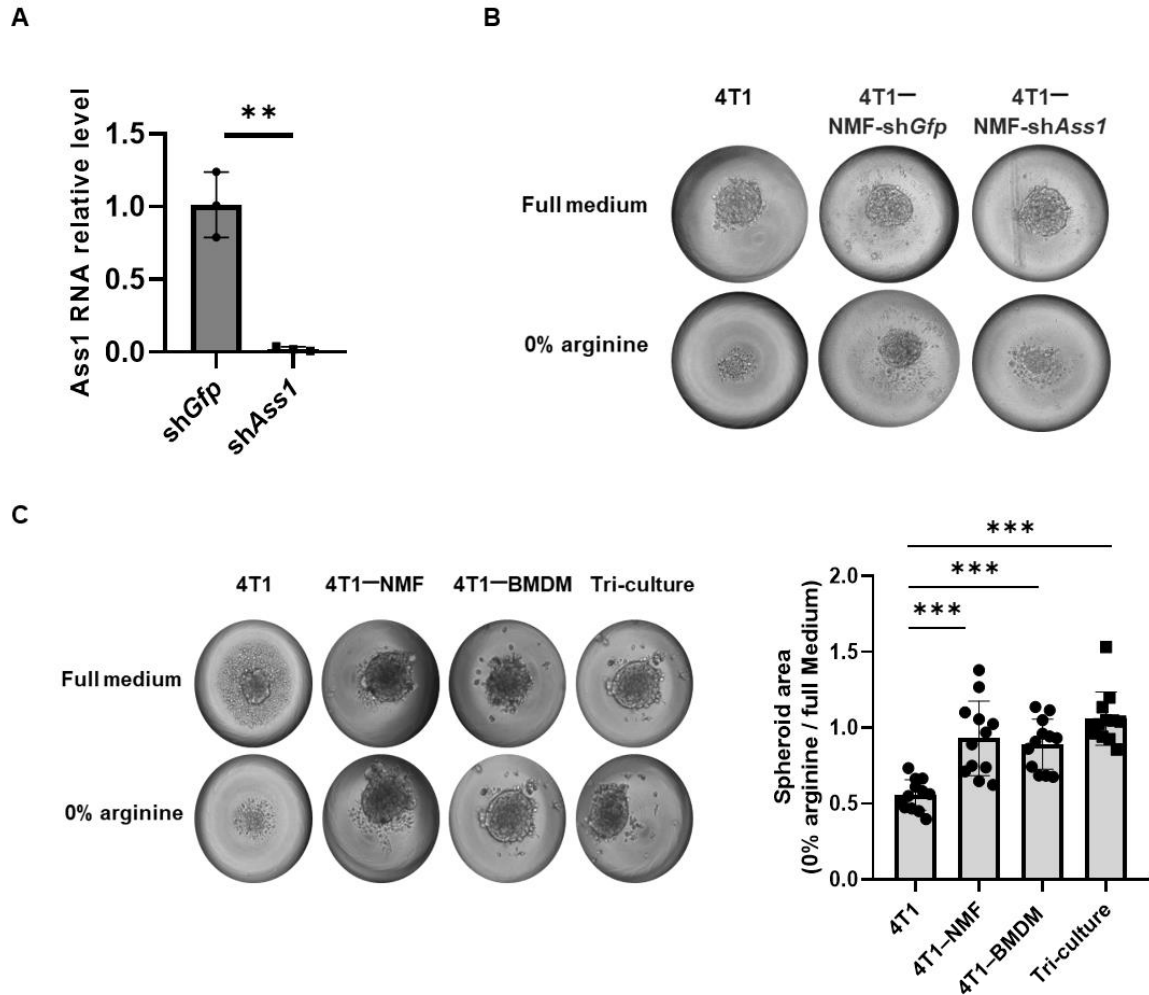

**Figure S6. Fibroblast- and macrophage-mediated support preserves cancer cell survival under arginine deprivation**

**(A)** RT-PCR analysis shows reduced *Ass1* expression in NMFs following sh*Ass1* knockdown.  $n = 3$ . Student's t-test.  $p$ -value: 0.0016.

**(B)** Representative images of 4T1 monoculture (4T1) or 4T1 co-cultured with NMFs expressing sh*Gfp* (NMF-sh*Gfp*) or sh*Ass1* (NMF-sh*Ass1*). Preserved spheroid growth under arginine-deprived conditions was observed only when 4T1 cells were co-cultured with NMFs expressing ASS1.  $n = 3$ . Four spheroids were analyzed per replicate. One-way ANOVA and Tukey tests.

**(C)** Representative images (**left**) and quantification (**right**) of 4T1 cells co-cultured with NMFs, BMDMs, or both, demonstrating preserved spheroid size under arginine-deprived conditions.  $n = 3$ . Four spheroids were analyzed per replicate. One-way ANOVA and Tukey tests.

\*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ .

| Pathway (Hallmark Gene Set) | Average $-\log_{10}(q)$<br>across KD, KD-AFD,<br>AFD vs Ctrl | General Function in Adaptive<br>Cancer Survival                                                                                            | TNBC-Specific Relevance                                                                                                 |
|-----------------------------|--------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------|
| INTERFERON_GAMMA_RESPONSE   | 4                                                            | Sustained IFN $\gamma$ signaling selects for antigen-presentation or JAK/STAT-escape variants that survive cytotoxic immune pressure (31). | Drives proliferation, invasion, PD-L1 upregulation, and resistance under immune and therapeutic pressure (31).          |
| INTERFERON_ALPHA_RESPONSE   | 4                                                            | IFN-stimulated genes enhance DNA-damage tolerance, stress adaptation, and anti-apoptotic survival (31).                                    | Marks inflamed tumors but contributes to adaptive resistance and checkpoint upregulation after therapy (31).            |
| ALLOGRAFT_REJECTION         | 3.49                                                         | Strong cytotoxic immune pressure enriches for antigen-loss or checkpoint-high clones that evade clearance (32).                            | Immune-infiltrated TNBC displays allograft-like signatures that promote immune evasion during chemo-immunotherapy (32). |
| UNFOLDED_PROTEIN_RESPONSE   | 1.72                                                         | UPR buffers ER stress from hypoxia, nutrient shortage, and therapy via IRE1/XBP1-mediated survival pathways (33).                          | Supports hypoxic adaptation, stem-like programs, and chemoresistance in aggressive TNBC(33).                            |
| MYC_TARGETS_V1              | 1.57                                                         | Enhances anabolic metabolism and redox balance to sustain rapid growth under metabolic/genotoxic stress (34).                              | MYC-driven metabolism and transcriptional reprogramming promote proliferation and therapy resistance (34).              |
| IL6_JAK_STAT3_SIGNALING     | 0.99                                                         | Activates anti-apoptotic and inflammatory programs and creates an immunosuppressive niche (31,35).                                         | STAT3 enhances stemness, survival under cytotoxic stress, and immune evasion in TNBC (31,35).                           |

**Table S6. Consistently enriched Hallmark pathways across KD, KD-AFD and AFD vs. Ctrl comparisons, with roles in cancer cell adaptive survival and TNBC-specific evidence**

Pathways shown are those enriched (FDR  $q < 0.25$ ) in all three comparisons (KD vs. Ctrl, KD-AFD vs. Ctrl, AFD vs. Ctrl) in the cancer cells of the scArg screen. 

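The false discovery rate q is the share of pathways expected to be called by chance among those called. It is computed here within each comparison, and all 3 comparisons use the same Ctrl library. The IFNγ signaling genes of the Reactome file used here had a median log2 ratio to Ctrl of 0.27 (0.22 to 0.30) in KD, 0.13 (0.11 to 0.17) in AFD and 0.29 (0.24 to 0.31) in KD + AFD, with 41, 37 and 39 genes higher than in Ctrl. The NF-kB list had 0.079 (0.041 to 0.12), 0.19 (0.15 to 0.28) and −0.30 (−0.34 to −0.25), and so was higher than in Ctrl in each single mode of restriction and lower in the combined one. The hypoxia and glycolysis list had 0.12 (0.085 to 0.14), 0.20 (0.16 to 0.21) and 0.048 (0.022 to 0.060), and the cell cycle list 0.18 (0.18 to 0.23), 0.093 (0.079 to 0.12) and 0.018 (−0.0079 to 0.049).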

Average  $-\log_{10}(q)$  represents the arithmetic mean enrichment score across the three comparisons. Biological roles highlight known adaptive survival mechanisms enabling cancer cells to persist under immune, metabolic and therapeutic stress. TNBC-specific relevance summarizes mechanisms supporting tumor cell survival, stemness and therapy resistance in TNBC [31–35].

**Table S1. (Separate file)**

Shared GSEA-enriched pathways ( $p \leq 0.05$ ) in KD vs. Ctrl and AFD vs. Ctrl cancer cells from 4t1 tumors of the scArg-screen. NES - normalized enriched score.

**Table S2. (Separate file)**

Correlation of *ASS1* expression with IFN $\gamma$ /JAK-STAT pathway genes and activity. “All” indicates the average expression of all pathway genes, and “activity” reflects pathway activity estimated by ssGSEA.

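The table correlates human tumors of The Cancer Genome Atlas (TCGA), whose data were not analysed here. Spearman's correlation was computed across tumors between ASS1 and each gene of the Reactome IFNγ and KEGG JAK-STAT pathways. Single-sample GSEA (ssGSEA) gives each tumor a score for how high the genes of a pathway stand in the ranking of its own genes. The members of both pathways were taken from this table for the lists used on the mouse libraries. Of the 98 IFNγ members, 70 had a mouse gene of the same name, and of the 155 JAK-STAT members, 142 had. Members without one, such as human HLA genes, left the list, which therefore holds fewer MHC genes than the human pathway.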

**Table S3. (Separate file)**

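For each pathway the NES of both cell types is compared. A positive NES means that its genes stand near the top of the ranking by ratio to Ctrl, and a negative NES that they stand near the bottom. The same droplets gave all cell types of a library, so free RNA from cancer cells can reach CAFs and TAMs, and the same Ctrl library enters every comparison. Related Reactome pathways share genes, so neighbouring pathways are not independent.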

GSEA-enriched pathways ( $p \leq 0.05$ ) shared between cancer cells and CAFs or cancer cells and TAMs, based on the scArg-screen. NES - normalized enriched score.

**Table S4. (Separate file)**

Enriched ligand-receptor interactions of high-*ASS1* tumors, based on TCGA breast cancer samples.

**Table S5. (Separate file)**

Enriched ligand-receptor interactions of low-*ASS1* tumors, based on TCGA breast cancer samples.

**Western blot source file**

Uncropped western blots corresponding to the main-figure panels. The exposures used in the final figure are marked with red frames. Molecular-weight markers are indicated, and band-intensity values and ratios compared to the housekeeping gene are provided in the accompanying table.

**References**

31. Hu, X.; Li, J.; Fu, M.; Zhao, X.; Wang, W. The JAK/STAT Signaling Pathway: From Bench to Clinic. *Signal Transduction and Targeted Therapy* 2021 6:1 2021, 6, 402-, doi:10.1038/s41392-021-00791-1.
32. Schreiber, R.D.; Old, L.J.; Smyth, M.J. Cancer Immunoediting: Integrating Immunity's Roles in Cancer Suppression and Promotion. *Science (1979)* 2011, 331, 1565–1570, doi:10.1126/SCIENCE.1203486;SUBPAGE:STRING:ABSTRACT;ISSUE:ISSUE:DOI.
33. Hetz, C.; Papa, F.R. The Unfolded Protein Response and Cell Fate Control. *Mol Cell* 2018, 69, 169–181, doi:10.1016/J.MOLCEL.2017.06.017.
34. Stine, Z.E.; Walton, Z.E.; Altman, B.J.; Hsieh, A.L.; Dang, C. V. MYC, Metabolism, and Cancer. *Cancer Discov* 2015, 5, 1024–1039, doi:10.1158/2159-8290.CD-15-0507/43152/P/MYC-METABOLISM-AND-CANCERMYC-METABOLISM-AND-CANCER.
35. Johnson, D.E.; O'Keefe, R.A.; Grandis, J.R. Targeting the IL-6/JAK/STAT3 Signalling Axis in Cancer. *Nat Rev Clin Oncol* 2018, 15, 234–248, doi:10.1038/NRCLINONC.2018.8;SUBJMETA.

# Supplementary material for: Inhibition of Tumor Microenvironment-Driven JAK-STAT Signaling Enhances Response to Arginine Deprivation Therapy in Triple-Negative Breast Cancer
**Source:** Cells. 2025 Dec 23;15(1):25. doi: 10.3390/cells15010025
**Supplement:** Supplementary file 1

## Supplementary Methods

A full description of all experimental procedures and detailed protocols is provided below; the conceptual framework and overall experimental design are summarized in the Main Methods section.

### 1. *In vivo Animal Studies*

Animal experiments were approved by the Weizmann Institute Animal Care and Use Committee, following the guidelines of the U.S. National Institutes of Health, the European Commission, and Israeli regulations (IACUC numbers 00810122-3 and 02000324-3). Mice were randomly assigned to experimental groups, investigators were not involved in allocation, and all procedures followed predefined humane endpoints. Animals were monitored daily for distress, weight loss, and tumor burden. Sample sizes were determined based on prior publications and internal pilot data, and no unexpected adverse events occurred. All inclusion/exclusion criteria, humane endpoints, and monitoring procedures were established before experiments began. BALB/c mice were purchased from Envigo Laboratories (Indianapolis, IN, USA) and maintained under specific-pathogen-free conditions at the Weizmann Institute of Science animal facility. To generate a syngeneic orthotopic mouse breast cancer model, 8–10-week-old female BALB/c mice were randomly assigned to experimental groups. Mice were injected with  $0.3 \times 10^6$  4T1, 4T1-shGfp, or 4T1-shAss1 cells (in PBS) into the lower right mammary fat pad. Between days 15 and 21 post-tumor inoculation, mice were sacrificed; tumors were resected and weighed. Tumors were then subjected to further analyses, including flow cytometry, western blotting, and single-cell RNA sequencing. In some experiments, terminal bleeding was performed prior to tumor collection to analyze amino acid levels by LC–MS. An arginine-free diet (AFD) was administered to mice 7–9 days before tumor inoculation, and for specific experiments, AFD was introduced on day 11 post-inoculation. For experiments involving ruxolitinib treatment, BALB/c female mice were injected with 4T1-shGfp or 4T1-shAss1 cells. On day 11, mice were grouped by similar tumor sizes and subjected to treatment with either an arginine-free or regular diet, combined with oral gavage of ruxolitinib (40 mg/kg) three times per week. The gavage solution was prepared by filtering a mix containing 6% ruxolitinib dissolved in DMSO, 40% PEG300 (MedChemExpress, Monmouth Junction, NJ, USA), 5% Tween 80 (Sigma-Aldrich, St. Louis, O, USA), and 49% 0.9% NaCl saline.

### 2. *Flow Cytometry of 4T1 Tumors*

Excised 4T1 tumors were minced using gentleMACS C-tubes (Miltenyi Biotec, Bergisch Gladbach, Germany) and enzymatically digested in RPMI containing 3 mg/mL collagenase A (Sigma-Aldrich, St. Louis, MO, USA) and 1 mg/mL (70 U/mL) DNase I (Sigma-Aldrich, St. Louis, MO, USA) for 40 minutes at 37 °C. Following digestion, tumors were further minced with gentleMACS, filtered through a 70  $\mu$ m strainer, and centrifuged at 4 °C. Cell pellets were treated with red blood cell lysis buffer (BioLegend, San Diego, CA, USA) for 5 minutes at room temperature, neutralized with PBS containing 0.5% BSA and 2 mM EDTA (FACS buffer), counted, and centrifuged. Negative controls, single-stained controls, and FMO controls were included to ensure robust gating and compensation across experiments. Gating strategies were pre-defined and kept constant across biological repeats to ensure reproducibility. Cells were incubated with Fc blocker (BioLegend, San Diego, CA, USA) at 1:100 for 10 minutes, then stained for surface antigens on ice for 20 minutes. Surface antibodies included anti-CD326–APC/Cy7 and anti-MHC I–FITC for tumor cells, and anti-CD45–PE/Cy7, anti-CD11b–BV605, and anti-F4/80–PE for macrophages (all BioLegend, San Diego, CA, USA). Samples were washed twice with FACS buffer, filtered, and stained with DAPI before acquisition. Data were collected on a CytoFLEX cytometer (Beckman Coulter, Brea, CA, USA) and analyzed with FlowJo software (FlowJo LLC, Ashland, OR, USA).

### 3. *NMF Production*

Normal mammary fat pad fibroblasts (NMFs) were isolated from the mammary fat pads of two 12-week-old female BALB/c mice per biological replicate. The fat pads were minced and dissociated using gentleMACS C-tubes (Miltenyi Biotec, Bergisch Gladbach, Germany) in RPMI containing 1 mg/mL collagenase II and 1 mg/mL collagenase IV (Worthington Biochemical Corporation, Lakewood, NJ, USA) and 0.1 mg/mL DNase I (Sigma-Aldrich, St. Louis, MO, USA). Samples were incubated for 40 minutes at 37 °C with subsequent mechanical dissociation. The reaction was stopped by adding DMEM (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% FBS (Sigma-Aldrich, St. Louis, MO, USA). Cells were filtered through a 70 µm strainer and pelleted by centrifugation at 4 °C. Pellets were treated with RBC lysis buffer (Sigma-Aldrich, St. Louis, MO, USA) for 5 minutes at room temperature, washed with PBS, and centrifuged. Fibroblasts were seeded on 10 cm plates pre-coated with 4.25 mg/mL rat-tail type I collagen (Sigma-Aldrich, St. Louis, MO, USA) and expanded for 6 days in RPMI supplemented with 10% FBS, 1% glutamine, and 1% penicillin/streptomycin (Sartorius, Göttingen, Germany), with media replenished every 3 days.

### 4. *BMDM Production*

Bone marrow-derived macrophages (BMDMs) were isolated by flushing femurs and tibias of adult mice with PBS using a 27G needle. Cells were filtered through a 100 µm strainer, centrifuged (300 × g, 5 min, 4 °C), and treated with 1 mL red blood cell lysis buffer (BioLegend, San Diego, CA, USA; diluted 1:10 in ddH<sub>2</sub>O) for 5 minutes on ice. After washing with 30 mL PBS, cells were plated in non-tissue-culture-treated 10 cm petri dishes in full DMEM medium supplemented with 10% FBS and 1% Pen/Strep, and 20% L929-conditioned medium. After 3 days, an additional 5 mL of medium was added. On day 6, cells were transferred to tissue-culture-treated plates, and experiments were performed on day 7. L929-conditioned medium was prepared from L929 fibroblasts (ATCC, Manassas, VA, USA) and stored at -20 °C until use.

### 5. *Cell Lines*

4T1 cells (CRL-2539™, ATCC, Manassas, VA, USA) were kindly provided by Prof. Moshe Oren (Weizmann Institute of Science) and Prof. Ruth Scherz-Shouval (Weizmann Institute of Science). GFP-expressing 4T1 cells, generated via the FUW-GFP vector, were kindly provided by Prof. Ruth Scherz-Shouval (Weizmann Institute of Science). Cells were cultured in RPMI medium (Invitrogen, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Sigma-Aldrich, St. Louis, MO, USA), 1% penicillin–streptomycin, and 2 mM glutamine (RPMI full medium). RAW264.7 cells (TIB-71, ATCC, Manassas, VA, USA) were cultured in DMEM (Gibco, Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% heat-inactivated FBS, 1% penicillin–streptomycin, and 2 mM glutamine (DMEM full medium). All cells were cultured at 37 °C in a humidified incubator with 5% CO<sub>2</sub>, maintained below passage 10, and routinely tested for Mycoplasma using an EZ-PCR test kit (Biological Industries, Beit HaEmek, Israel).

### 6. *Virus Infection*

Cancer cells and NMFs were infected with pLKO-based lentiviral vectors carrying shRNA sequences targeting Gfp (non-target control) or mouse Ass1 (Dharmacon, Horizon Discovery, Cambridge, UK). Infected cells were selected with 2 µg/mL puromycin, and ASS1 downregulation was validated by RT-PCR and rescue survival experiments with citrulline.

### 7. Arginine-Depleted Plasmax Medium

Arginine- and citrulline-free Plasmax medium was prepared as previously described<sup>16</sup>. To minimize contributions from serum components, all experiments used 2.5% dialyzed FBS (IMBH, Beit HaEmek, Israel). For full Plasmax medium, 1.14 mM L-arginine (Sigma-Aldrich, St. Louis, MO, USA) was added. For rescue experiments, 2 mM citrulline (Sigma-Aldrich, St. Louis, MO, USA) was supplemented. Cytokines IFN $\gamma$  (20 ng/mL), IL-6 (10 ng/mL), and G-CSF (25 ng/mL) (all PeproTech, Rehovot, Israel) were added as indicated. For In vitro experiments with ruxolitinib (MedKoo Biosciences, Morrisville, NC, USA), 24  $\mu$ M was added 24 hours before analysis, dissolved in DMSO.

### 8. 3D Culturing of 4T1 Cells

For 3D culturing,  $0.554 \times 10^6$  or  $1.731 \times 10^6$  4T1 cells were seeded in Elplasia 24-well or 6-well plates (Corning, Corning, NY, USA), respectively (600 cells per microwell). Cells were cultured in arginine/citrulline-free Plasmax medium supplemented with arginine and cytokines according to each experimental design (see figure legends).

### 9. 3D Co-Culture and Tri-Culture with Primary Cells

For 3D co-culture of 4T1 cells with normal mammary fibroblasts (NMFs),  $0.139 \times 10^6$  4T1 cells (250 cells/microwell) and  $0.416 \times 10^6$  NMFs (750 cells/microwell) were seeded into Elplasia 24-well plates (Corning, Corning, NY, USA). Single cultures of  $0.332 \times 10^6$  4T1 cells (600 cells/microwell) or  $0.416 \times 10^6$  NMFs (750 cells/microwell) were seeded separately. For 4T1–BMDM co-cultures,  $0.332 \times 10^6$  cells of each type (600 cells/microwell) were seeded. In tri-culture experiments,  $0.139 \times 10^6$  4T1 cells,  $0.139 \times 10^6$  BMDMs (each 250 cells/microwell), and  $0.332 \times 10^6$  NMFs (600 cells/microwell) were co-seeded. Cells were cultured in 1 mL arginine/citrulline-free Plasmax medium supplemented with arginine or cytokines for 48 hours. For rescue experiments, NMF-conditioned medium was collected after 48 hours, filtered through a 0.22  $\mu$ m syringe filter (Millipore, Burlington, MA, USA), and used to culture 4T1 spheroids for 48 hours. Seeding ratios and culture times were selected based on pilot experiments demonstrating robust and reproducible spheroid formation.

### 10. Co-Culture of 4T1 Cells and RAW264.7 Macrophages

RAW264.7 macrophages were seeded into 25 cm<sup>2</sup> flasks in complete DMEM medium. On the same day,  $1.0 \times 10^6$  or  $1.5 \times 10^6$  4T1 cells were seeded into 12-well plates in complete RPMI medium for future culture in either full medium or arginine/citrulline-free Plasmax medium, respectively. The following day,  $0.55 \times 10^6$  RAW264.7 macrophages were reseeded into cancer cell wells in arginine/citrulline-free Plasmax medium. Selected wells were supplemented with arginine and/or IFN $\gamma$  according to the experimental design. Cells were harvested for flow cytometry 48 hours after macrophage addition.

### 11. Flow Cytometry of In Vitro Samples

Flow cytometry was performed on a CytoFLEX system (Beckman Coulter, Brea, CA, USA) and analyzed using FlowJo software (FlowJo LLC, Ashland, OR, USA). Negative controls, single-stained controls, and fluorescence minus one (FMO) controls were included in each experiment to compensate for spectral overlap and identify cell populations. The gating strategy was kept constant across experimental repeats.

#### 11.1 Spheroid Preparation

4T1, NMF, or 4T1–NMF spheroids were collected by repeated pipetting from Elplasia plates, transferred to Eppendorf tubes, and washed twice with cold PBS. Spheroids were resuspended in 200  $\mu$ L Accumax solution (Sigma-Aldrich, St. Louis, MO, USA), transferred to 96-well round-bottom plates, and

incubated at 37 °C for 30–40 minutes with pipetting every 5 minutes to aid dissociation. After dissociation, cells were centrifuged and washed once with FACS buffer.

#### 11.2 2D Culture Preparation

4T1 and RAW264.7 cells were washed with PBS and incubated with TrypLE (Reagent Partners, Rhenium, Israel) at 37 °C for 5 minutes. After incubation, FACS buffer was added, and cells were dissociated by pipetting, transferred to 96-well plates, centrifuged, and washed once with FACS buffer.

#### 11.3 Apoptosis Analysis

Single-cell suspensions were incubated on ice for 20 minutes with antibodies against CD326–APC/Cy7 (BioLegend, San Diego, CA, USA) and PDPN–PerCP/Cy5.5 (BioLegend, San Diego, CA, USA) to detect cancer cells and NMFs, respectively. Cells were washed with FACS buffer and resuspended in 1 µL Annexin V–APC (BioLegend, San Diego, CA, USA) and 49 µL binding buffer (BioLegend, San Diego, CA, USA) for 10 minutes at room temperature. Subsequently, 150 µL binding buffer containing 2 µL DAPI (1:100 dilution) was added.

#### 11.4 Surface and Cytoplasmic Antigen Staining

Cells were stained for surface antigens on ice for 20 minutes, washed twice with FACS buffer, and fixed in 1.6% paraformaldehyde at room temperature for 10 minutes. After washing, cells were permeabilized by dropwise addition of 200 µL TruePhos buffer (BioLegend, San Diego, CA, USA) with gentle vortexing and stored at –20 °C until intracellular staining. For intracellular staining, cells were washed twice and incubated for 30 minutes at room temperature with primary or conjugated antibodies, washed, incubated with secondary antibodies for 20 minutes, washed again, and resuspended in 200 µL FACS buffer. Surface antibodies included anti-MHC I–FITC for cancer spheroids, and anti-CD45–PE/Cy7 and anti-CD326–APC/Cy7 for RAW264.7–cancer co-cultures. Cytoplasmic antibodies included anti-STAT1–PE (1:200, Cell Signaling Technology, Danvers, MA, USA), anti-pSTAT1–PE/Cy7 (1:700, BioLegend, San Diego, CA, USA), and anti-PSMB9 (1:500, Abcam, Cambridge, UK). The secondary antibody was anti-rabbit AF647 (1:2000, BioLegend, San Diego, CA, USA). For co-cultures of cancer cells and NMFs, 4T1–GFP cells were used to distinguish cancer cells.

### 12. LC–MS Analysis of Amino Acid Levels

Tumor tissue was extracted with 500 µL of 4% aqueous perchloric acid using a pestle motor mixer (Argos Technologies, Elgin, IL, USA), followed by shaking (2000 rpm, 4 °C, 30 minutes). After centrifugation (10,000 g, 10 minutes), a 10 µL aliquot of the supernatant was diluted with 70 µL of 0.1% formic acid. Internal standards [<sup>13</sup>C<sub>6</sub>]-arginine (10 µL, 60 µM) and norleucine (10 µL, 10 µM) were added, and a 10 µL aliquot was derivatized with AQC reagent.

Plasma (20 µL) was extracted with 140 µL methanol containing internal standards [<sup>13</sup>C<sub>6</sub>]-arginine (10 µL, 600 µM) and norleucine (5 µL, 200 µM) and incubated at 10 °C for 20 minutes. After centrifugation (14,000 g, 5 minutes), the supernatant was concentrated in a SpeedVac concentrator by methanol evaporation, and the residue was resuspended in 0.1% formic acid to a final volume of 100 µL. A 10 µL aliquot was derivatized with AQC reagent.

Cell pellets were extracted with acetonitrile/methanol/water (200:200:100 µL). The suspension was vortexed, incubated at 4 °C for 10 minutes, and centrifuged (21,000 g, 5 minutes). The supernatant was collected, and a 10 µL aliquot was mixed with 10 µL of a labeled amino acid mixture (Sigma-Aldrich, product no. 767964; diluted 1:10,000 in 50% aqueous acetonitrile) as internal standards and derivatized with AQC reagent. Samples were filtered through 0.2 µm PES nanoFilter vials (Thomson Instrument Company, Oceanside, CA, USA) before analysis.

Medium samples (10  $\mu$ L) were mixed with 10  $\mu$ L of the labeled amino acid mixture (Sigma-Aldrich, product no. 767964; diluted 1:10,000 in 50% aqueous acetonitrile) as internal standards, derivatized with AQC reagent, and filtered through 0.2  $\mu$ m PES nanoFilter vials (Thomson Instrument Company, Oceanside, CA, USA) before analysis.

The L-amino acid standard mixture (Sigma-Aldrich, product no. A9906) at concentrations ranging from 0.01 to 10  $\mu$ M was derivatized with AQC reagent and used to generate standard curves.

#### Survival Assay by XTT

Twenty thousand 4T1-shGfp and 4T1-shAss1 cells were seeded in 100  $\mu$ L complete RPMI medium in 96-well flat-bottom plates. The next day, cells were washed with PBS, and the medium was replaced with arginine/citrulline-free Plasmax medium. On the following day, arginine (1.14 mM) and citrulline (2 mM) were added. Cell survival was measured using an XTT kit (Biological Industries, Beit HaEmek, Israel) according to the manufacturer's instructions at 18 hours (baseline) and 4 days post-seeding.

### 13. Western Blotting

Tumor pieces and cell cultures were lysed in RIPA buffer (Sigma-Aldrich, St. Louis, MO, USA) supplemented with 1% protease inhibitor cocktail (Calbiochem, San Diego, CA, USA) and 1% phosphatase inhibitor cocktail (product no. P5726, Sigma-Aldrich, St. Louis, MO, USA). Lysates were centrifuged at 14,000 rpm for 20 minutes at 4 °C, and protein concentration was measured using a BCA assay (Thermo Fisher Scientific, Waltham, MA, USA). Samples (10–20  $\mu$ g) were resolved on 10% SDS–PAGE gels and transferred to cellulose nitrate membranes (Tamar, Jerusalem, Israel). Membranes were blocked for 1 hour at room temperature with TBST containing 5% skim milk or 5% BSA and then incubated with primary antibodies against ASS1 (1:1000, ab124465, Abcam, Cambridge, UK),  $\beta$ -actin (1:1000, A5441, Sigma-Aldrich, St. Louis, MO, USA), pJAK2 (1:500, 37315, Cell Signaling Technology, Danvers, MA, USA), JAK2 (1:1000, 3230S, Cell Signaling Technology, Danvers, MA, USA), p-STAT1 (Tyr) (1:1000, 9167S, Cell Signaling Technology, Danvers, MA, USA), p-STAT1 (Ser) (1:200, BL686401, BioLegend, San Diego, CA, USA), STAT1 (1:1000, sc-346, Santa Cruz Biotechnology, Dallas, TX, USA), PSMB10 (1:1000, ab183506, Abcam, Cambridge, UK), and PSMB9 (1:2000, ab242061, Abcam, Cambridge, UK). Detection was performed using peroxidase-conjugated goat anti-rabbit or goat anti-mouse IgG secondary antibodies (Jackson ImmunoResearch, West Grove, PA, USA) and enhanced chemiluminescence reagents (ECL HRP substrate, LifeGene, Ness Ziona, Israel). Gels were imaged using a Gel Doc XR+ system (Bio-Rad, Hercules, CA, USA) and analyzed with ImageLab software (version 5.1, Bio-Rad). Band intensities were normalized to loading controls.

### 14. RNA Processing and Quantitative PCR (qPCR)

RNA was extracted from 4T1 3D spheroids using the Direct-zol™ MicroPrep Plus Kit (Zymo Research, Irvine, CA, USA) and from 2D cultures using the RNeasy Mini Kit (Qiagen, Hilden, Germany). Complementary DNA was synthesized from 1  $\mu$ g RNA using the qScript cDNA Synthesis Kit (Quantabio, Beverly, MA, USA). Quantitative PCR was performed using SYBR Green PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA) with the following primers: m*Cat1* (SLC7A1) forward, CTCCTGGCTTACTCTTTGGTGG, reverse, GATCTAGCTCCTCGGTGGTCT; m*Ass1* forward, TGTTCCGCACTGTATCCAGAAGT, reverse, CCGCTCCTCTTTGTCAGGGTCTA; m*Asl* forward, CCGACTCCTGATGACCCTCAAGT, reverse, TGTACTGTTCCACGCTGTG. All qPCR primer efficiencies were validated prior to use, and melt curves were inspected for specificity.

### 15. Quantification of Spheroid Area

Microscopy images were acquired using an EVOS M5000 microscope (Thermo Fisher Scientific, Waltham, MA, USA) equipped with a 10× fluorite long working distance objective (numerical aperture 0.30, working distance 7.13 mm). Spheroid areas were quantified by manually annotating spheroid boundaries using QuPath software (version 0.5.1) or ImageJ (version 1.54g), followed by area calculation based on pixel measurements. For each replicate, the spheroid area in 0% arginine medium was normalized to the corresponding spheroid area in full medium, and the resulting ratio was used for analysis.

#### *16. Single-Cell RNA-seq Library Preparation of the scArg-Screen*

Single-cell suspensions of 4T1 tumors were prepared as described above for flow cytometry of primary tumors, followed by red blood cell removal using RBC lysis buffer (BioLegend, San Diego, CA, USA). Cells were counted, and one pool per treatment was generated by combining equal numbers of cells from each tumor (five mice per treatment). Dead cells were removed using a Dead Cell Removal Kit (Miltenyi Biotec, Bergisch Gladbach, Germany), followed by validation with an automated fluorescent cell counter to confirm viability above 70%. Viability thresholds (>70%) and equal cell pooling ensured balanced representation of samples. Single-cell RNA-seq libraries were prepared according to the manufacturer's instructions using the Chromium single-cell RNA-seq platform (10x Genomics, Pleasanton, CA, USA). Briefly, single-cell suspensions were loaded onto a Chromium Controller to generate gel beads in emulsion (GEMs). Within each GEM, cells were lysed, and mRNA was reverse-transcribed into barcoded cDNA. After breaking the emulsion, cDNA was amplified, and libraries were constructed using the Chromium Single Cell 3' Library Kit (10x Genomics). Final libraries were quantified using the NEBNext Library Quant Kit for Illumina (New England Biolabs, Ipswich, MA, USA) and a high-sensitivity D1000 TapeStation (Agilent Technologies, Santa Clara, CA, USA). Libraries were pooled and sequenced on an Illumina NovaSeq 6000 system (Illumina, San Diego, CA, USA) using an SP 100-cycle reagent kit, targeting approximately 50,000 reads per cell.

#### *17. Analysis of the Single-Cell RNA-seq Screen*

##### *17.1 Pre-processing and Quality Control*

Data were pre-processed using the 10x Genomics Cell Ranger software (v3.1.0; 10x Genomics, Pleasanton, CA, USA) and annotated against the mm10 reference genome (refdata-gex-mm10-2020-A provided by 10x Genomics). Quality control, clustering, and downstream analyses were performed in R (v4.0.0; R Foundation for Statistical Computing, Vienna, Austria) using the Seurat package (v3.2.0). Doublets and multiplets were excluded based on gene and unique molecular identifier (UMI) counts. Putative dead cells and empty droplets were filtered based on mitochondrial gene percentage, gene count, and UMI count. This resulted in a final dataset of 21,873 cells with 18,264 detected genes. Quality control cutoffs (UMI count, gene count, mitochondrial percentage) were pre-defined and applied uniformly across all samples to avoid data-driven thresholding.

##### *17.2 Clustering*

Normalization and scaling were performed separately for each sample using the SCTransform function in Seurat. Sample-wise SCTransform normalization followed by integration using SelectIntegrationFeatures effectively minimized batch effects across treatment groups. The top 2,000 highly variable genes were identified and integrated into a single object using the Seurat merge function. Cells were clustered using the FindNeighbors and FindClusters functions with 17 principal components and a resolution parameter of 1.2. Dimensionality reduction and visualization were performed using Uniform Manifold Approximation and Projection (UMAP) implemented via the

RunUMAP function. Cell cluster identities were assigned based on canonical marker gene expression using the FindAllMarkers or FindMarkers functions with default parameters.

### 17.3 Differential Gene Expression Analysis

Differential gene expression analysis was conducted using the Seurat package and the Wilcoxon rank-sum test to compare experimental conditions. Genes were considered differentially expressed based on a  $\log_2$  fold change  $\geq 0.25$  and a Benjamini–Hochberg false discovery rate (FDR)-adjusted p-value  $\leq 0.05$  and were visualized using volcano plots generated with the EnhancedVolcano R package (Blighe, K., 2018). For heatmap visualization, scaled (z-score) expression values generated using the SCTransform workflow were plotted using the Seurat DoHeatmap function. Average gene expression per cluster was calculated using the Seurat AverageExpression function on log-normalized scaled data.

### 17.4 GSEA Pathway Enrichment and Hallmark Analysis

KEGG and Reactome gene set enrichment analyses (GSEA) were performed for unbiased pathway discovery, while Hallmark GSEA was used for focused interpretation of key transcriptional programs enriched in cancer cells. The Gene Set Enrichment Analysis software (v4.2.3; Broad Institute, Cambridge, MA, USA) was used. For Hallmark analysis, differentially expressed genes were ranked by  $\log_2$  fold change from highest to lowest, and pre-ranked gene lists were analyzed using 1,000 permutations with the ranked-list mode and appropriate chip platform settings. Analyses were performed against the HALLMARK gene set collection.

### 17.5 Differential Gene Expression Using Pseudo-Bulking

Pseudo-bulking was performed to avoid inflation of p-values arising from treating individual cells as independent samples. For each comparison and cell type, pseudo-bulk samples were generated by randomly aggregating expression profiles from multiple cells into a single gene expression vector. Differential gene expression was calculated using the DESeq2 R package (v1.44). P-values were adjusted using FDR correction. Pseudo-bulking was applied only to cell types with more than 250 cells, including cancer cells, CAFs, TAMs, CD4 T cells, CD8 T cells, neutrophils, and NK cells. Robustness of the pseudo-bulking approach and the selection of 12 pseudo-bulk samples was assessed using Spearman's correlation of  $\log_2$  fold changes and adjusted p-values derived from analyses using varying pseudo-bulk sizes. NK cells were excluded from downstream analyses due to poor correlation.

### 17.6 Plotting $IFN\gamma$ -JAK-STAT Differentially Expressed Genes

Single cancer cell expression data were pseudo-bulked to represent control and KD+AFD conditions. Mouse genes were converted to their human homologs using the biomaRt R package (v2.60.1). Differentially expressed genes between conditions were identified, and visualization was performed using the ggplot2 R package (v3.5.1). Genes with FDR  $< 0.05$  were labeled, and genes with  $\log_2$  fold change  $> 0.15$  were colored red or blue to indicate upregulation or downregulation, respectively.

## 18. TCGA–TNBC Correlation Analysis Between ASS1 and $IFN\gamma$ /JAK–STAT Genes

The triple-negative breast cancer subset of TCGA (TCGA–TNBC) comprised 122 bulk RNA-seq samples. Spearman's correlation coefficients were calculated between ASS1 expression and genes belonging to the  $IFN\gamma$  and JAK–STAT pathways using TPM-normalized expression values. Pathway activity was estimated either by mean expression of pathway genes or by single-sample gene set enrichment analysis (ssGSEA). Correlation p-values were adjusted using FDR correction, and genes with FDR  $< 0.05$  were ranked by correlation coefficient ( $\rho$ ).

## 19. TCGA–BRCA Analysis of ASS1-Low and ASS1-High Tumors

### 19.1 Cell Fraction Analysis

Deconvolved cell fractions for 11 immune and stromal cell types were obtained from TCGA breast cancer samples as reported by Wang et al. Patient samples were stratified into ASS1-low and ASS1-high groups based on a pre-specified median expression cutoff. Wilcoxon rank-sum tests were applied to compare cell fractions between groups.

#### 19.2 *Receptor–Ligand Analysis*

Cell type-specific deconvolved gene expression data were obtained from Wang et al. Samples were stratified by ASS1 expression as described above. Ligand–receptor interactions differentially regulated between ASS1-low and ASS1-high tumors were identified using LIRICS. Functional categorization and enrichment of interactions were assessed using Fisher's exact test.

#### 20. *Statistical Analysis*

Unless otherwise specified, statistical analyses were performed using one-way or two-way ANOVA with Tukey's multiple comparisons test, Student's t-tests (two-tailed), or Wilcoxon rank-sum tests, with Dunnett's correction applied when appropriate. Sample sizes were pre-determined based on standard experimental practices and are specified for each experiment. Experiments included biological and technical replicates and were repeated at least three times unless stated otherwise. Data are presented as mean  $\pm$  standard deviation. Statistical significance was defined as  $p < 0.05$  (\* $p < 0.05$ , \*\* $p < 0.005$ , \*\*\* $p < 0.0005$ , \*\*\*\* $p < 0.0001$ ). All statistical analyses used pre-defined thresholds, and assumptions were verified where applicable.

# Supplementary material for: Inhibition of Tumor Microenvironment-Driven JAK-STAT Signaling Enhances Response to Arginine Deprivation Therapy in Triple-Negative Breast Cancer
**Source:** Cells. 2025 Dec 23;15(1):25. doi: 10.3390/cells15010025
**Supplement:** Supplementary file 1

Figure 2D – original blots

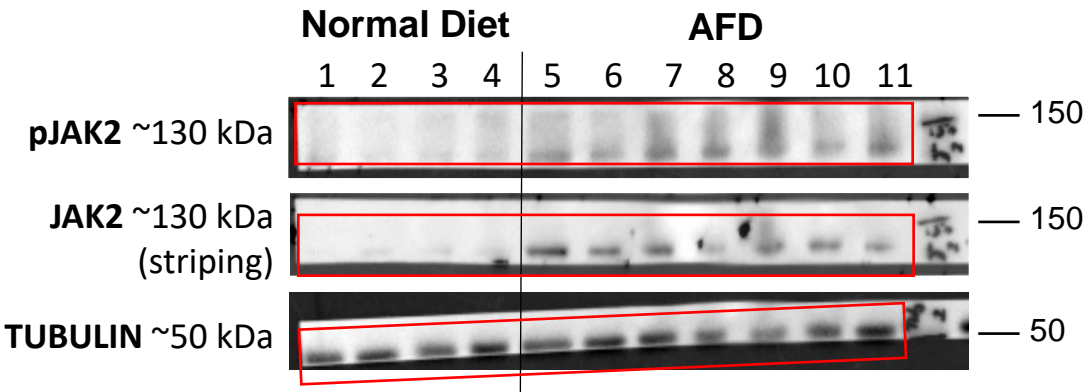

Adj. Volume (Int)

Ratio  
(gene/TUBULIN)

**Figure 2F –**  
**original**  
**blots**

**IFN $\gamma$ :**  
**Arginine:**

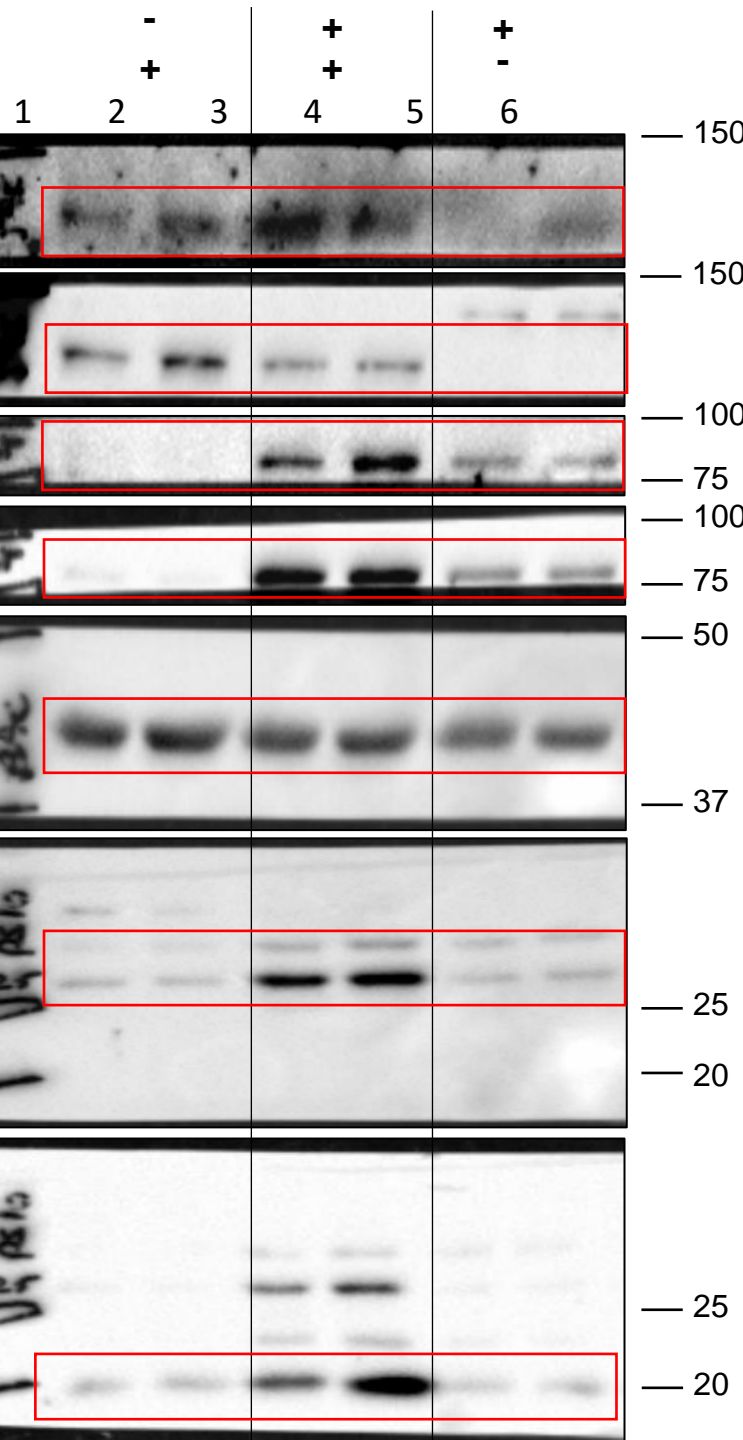

**Adj. Volume (Int)**

**Ratio (gene/ $\beta$ -ACTIN)**

Figure S4C – original blots

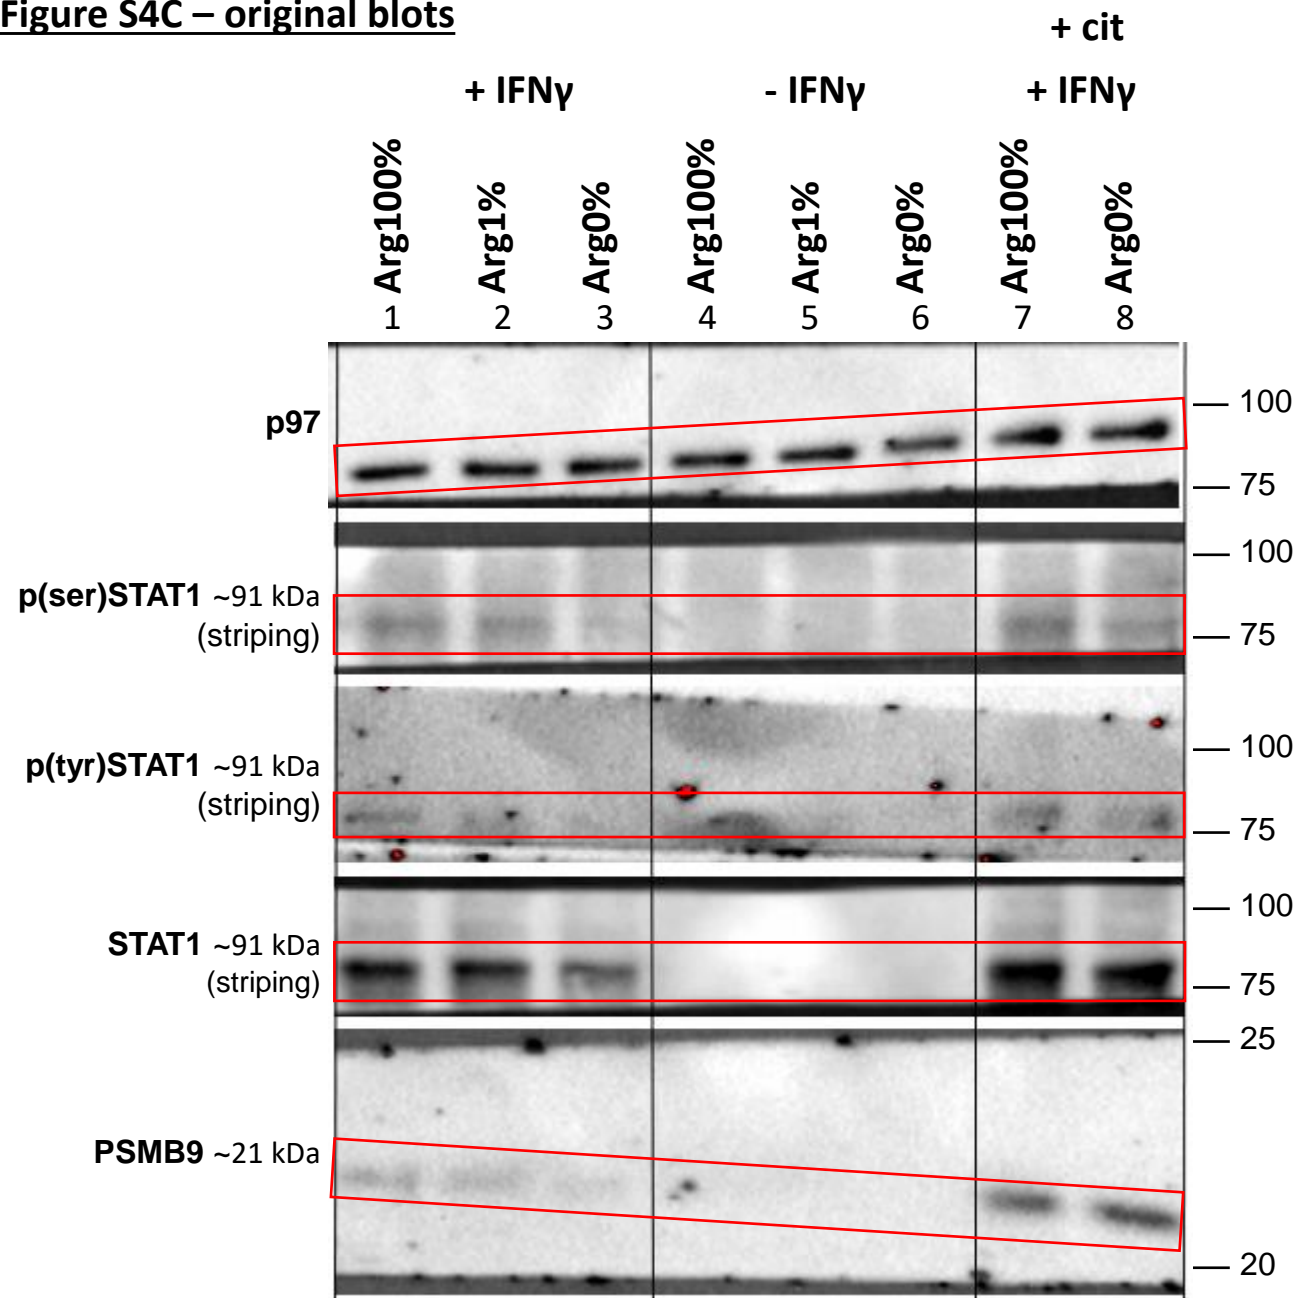

Adj. Volume (Int)

Ratio (gene/p97)

### Figure S4D – original blots

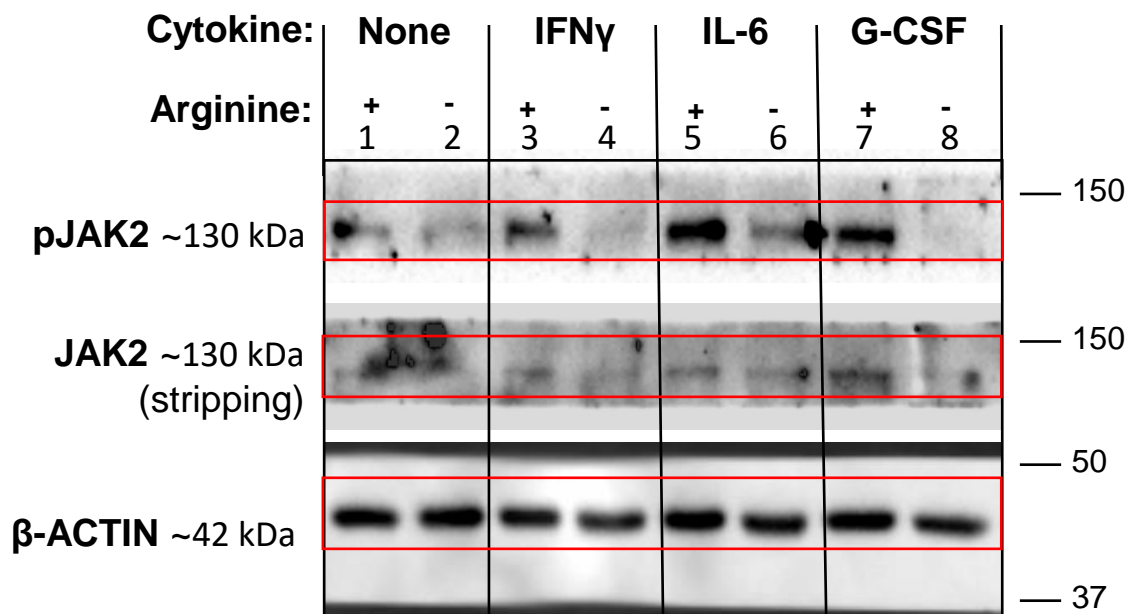

How the deposited data were processed for this re-analysis (not part of the article)

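Single-cell RNA was measured in 4T1 tumors of 4 groups of mice: shGfp or shAss1 cells, each on a regular or an arginine-free diet. Cells of several mice were pooled per group, and each pool gave 1 droplet-based library. The other assays of the study, and the human tumors, were not analysed here.

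The authors aligned the reads with Cell Ranger 3.1.0 to the mouse genome, called cells and deposited the count of UMIs per gene and cell, without normalization. The values were tested to be whole numbers. The study's later removal of doublets and low-quality cells is not in the files, and its limits are not given as numbers, so limits were chosen here. The files list 31053 genes, of which 21911 had a UMI in the kept cells. The count matrices hold 23982 cells, of which 22328 had at least 250 genes, at least 500 UMIs and at most 20% mitochondrial UMIs.

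Scripts ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0. Doublets were scored per library with scrublet in scanpy 1.11.5, and the highest scores were removed at a rate of 0.8% per 1000 cells. This took out 406, 205, 183 and 304 cells of Ctrl, KD, AFD and KD + AFD. The kept cells, 6449, 4743, 4435 and 5603, held 77471327, 72813760, 80896112 and 75198251 UMIs. The libraries were merged without batch correction, scaled to 10000 UMIs per cell and log-transformed. Leiden clusters came from 2000 variable genes, 17 principal components and 20 neighbours at resolution 1.2 (leidenalg 0.10.2, igraph 0.11.9). Figures were drawn with matplotlib 3.10.9.

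Clusters were named from marker lists written in advance. The rules for leaving a cluster unnamed were set after looking at the clusters. A name needs at least 3 markers detected in a share of 0.2 of the cells or more, a mean marker level of at least 0.3 of the highest cluster, and no contradiction in the 10 leading genes. Clusters close to cancer cells with leading genes of normal mammary epithelium, or with T cell markers, stayed unnamed. In all, 4 clusters with 503 cells were left out.

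UMIs were summed per cell type and library and divided by their total. Genes at 5 CPM or more in at least 1 of the 4 libraries were tested, and 0.5 was added to sums only where a sum was 0. With 1 library per condition no test was made. Ratios of single genes have exact binomial intervals, levels have exact Poisson intervals, and medians of lists have intervals from 1000 redrawn Poisson counts. All cover counting error at 95% and take UMIs as independent, so they are too narrow where a single cell holds many UMIs. Percentiles of lists come from 10000 random lists matched on mean expression. In all, 22 lists were used, and the Reactome pathways came from the example data of fgsea 1.28.0 in R 4.3.3, with 1444 sets and 6833 of 7111 identifiers matched. Pathways needed at least 10 tested genes to be ranked and at least 5 to enter the tallies of Table S3. The order of pathways by their worst rank was not fixed before the data were examined.

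Genes are named by a rule written in advance. It covers the genes the paper names for these data, and for cancer cells, TAMs and CAFs the 5 genes with the largest positive and the 5 with the largest negative log2 ratio in each treatment, among genes with at least 50 CPM in the higher library and at least 100 summed UMIs. Of these, the text gives a part, mainly those that several treatments share or that rest on many cells, and mentions those carried by single cells. Rpl10 and Cebpb in further cell types were picked after their values were seen.

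The size of a response used genes at 200 CPM or more in either library, in cell types with at least 200000 UMIs per library, as a mean over 20 thinnings. Shares of cells used 1000 UMIs per cell. The effect of the shared Ctrl library was computed from 100 simulations and 1000 draws. Alternatives were a stricter cell filter (500 genes, 1000 UMIs, 10% mitochondrial), no doublet removal, an upper UMI limit of 3 median absolute deviations, and resolution 0.6. Others were TMM scaling with edgeR 4.0.16, equal weight per cell, genes at 50 CPM or more, no filter on low counts, genes at 500 CPM or more for the size, and other gene lists. The median log2 ratio of all tested genes moved by less than 0.1 between scalings.

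The steps were tested on simulated data. Of 200 genes changed in simulation among 9067 tested in KD against Ctrl, 96.5% had an interval that held the simulated ratio, and 100% had its direction. A list of 35 genes raised by 0.5 had a median of 0.50. Of 100 random lists in unchanged AFD against Ctrl, 2 fell among the lowest or highest 2.5%. Comparisons that share no library correlated with 0.782 where KD changed the same genes and with −0.00580 where nothing changed.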

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

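The tests of explanations in this part were chosen only after the results were seen. Each condition has 1 library, so no pattern here can be separated from a deviation of a library.

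A single gene outside those the paper discusses stood apart in the Ctrl library. Of 4172 genes with at least 50 summed UMIs in each of cancer cells, CAFs, TAMs and CD4 T cells, only Cebpb (ENSMUSG00000056501, chromosome 2 from 167688915 to 167690418, + strand) was at least 2-fold from Ctrl in the same direction in all 12 comparisons. Its smallest log2 ratio to Ctrl was 1.20. In Ctrl, KD, AFD and KD + AFD it had 101, 399, 320.2 and 391 CPM in cancer cells, 117, 383, 268 and 436 in CAFs, 282, 803, 931 and 853 in TAMs and 31.8, 123, 73.8 and 149.9 in CD4 T cells. The CD4 T cells of Ctrl held only 8 of its UMIs. Their log2 ratio in AFD, with 22 UMIs, was 1.21 (−0.0095 to 2.59), an interval that reaches 0. NK cells, which were not among these cell types, had 0.86 (−0.59 to 2.51) in AFD. RNA from cancer cells in the other cells could not raise TAMs by more than the level of cancer cells, yet the rise in TAMs over Ctrl was at least 1.31 times the whole level in cancer cells of the same library. GC content is 67.2% in its transcript, but among the 91 tested genes with the highest GC content the 90th percentile of the log2 ratios was at most 0.39. Among the 609 genes within 2-fold of its level the 90th percentile was at most 0.19, so level and depth do not account for it either. The count could have moved between Cebpb and its overlapping or neighbouring genes Tmem189 and A530013C23Rik, but the sum over the 3 genes had a log2 ratio of at least 1.54. What stays open is a deviation of the Ctrl library: KD + AFD and KD differed by −0.029 in cancer cells, though AFD was below both there and in CAFs, so the other libraries are not all alike. Every comparison that shows the pattern uses the Ctrl library, so its deviation and a change in the treatments cannot be told apart. A response of Cebpb to arginine restriction is likewise open and was not tested.

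In the other results listed here, a gene list stood among the highest 2.5% of random lists in one cell type and among the lowest 2.5% in another under the same treatment. Of 126 such pairs of CAFs or TAMs with cancer cells, over 21 lists and 3 treatments, 13 went in opposite directions. No difference between cell types was itself tested. For each pair the median was recomputed without the highest cell of each gene, without genes over 5 times higher in the other cell types, and under a stricter cell filter, no doublet removal, an upper UMI limit and a coarser clustering. The other cell types were taken from cancer cells, CAFs and TAMs only, so RNA of further cell types was not tested. The highest cell was left out of both libraries, or, where the library with the lower value had clearly fewer cells, only of the one with the higher value, which can only move a ratio towards 0 or past it. Leaving out genes of other cell types was read as a test only where it removed more than a few of the tested genes, and the number is given where it did not. The cancer cell side of each pair was not recomputed. The value nearest to 0, or past it, is given.

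The interferon lists were higher in cancer cells of KD and AFD and lower in CAFs. In CAFs, the IFNα list had a median log2 ratio of −0.26 in KD and −0.30 in AFD, and the IFNγ core list −0.29 and −0.22. Without each gene's highest cell the 4 medians were at or below −0.22, and without genes of other cell types at or below −0.21. Over the cell filters, doublet settings and clusterings the 16 values were at or below −0.094. RNA of other cells and these settings are therefore not the whole cause, nor is a single cell where it is left out of both libraries. A stricter setting left the highest cell out of Ctrl alone. The IFNα list then was −0.12 (−0.23 to 0.0064) in KD and −0.10 (−0.22 to 0.0027) in AFD. The IFNγ core list was −0.21 (−0.28 to −0.063) in KD and −0.0052 (−0.18 to 0.045) in AFD. This setting can only move a ratio towards 0 or past it, so intervals that reach 0 do not decide on a single cell. In KD + AFD, both lists were higher in CAFs, at 0.25 and 0.19, so the pattern does not extend to the combined restriction. A lower interferon response of CAFs in single restriction stays open beside RNA of other cells and a deviation of the Ctrl library. That deviation would have to lower the lists in cancer cells and raise them in CAFs.

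The Reactome IFNγ members of Table S2 had a median of −0.12 in CAFs of KD. Without each gene's highest cell it was −0.10, without genes of other cell types −0.099, and nearest to 0 under the cell settings −0.096. These intervals reach 0, and only 4 of 48 genes were left out as genes of other cell types. A single cell, RNA of other cells and the cell settings therefore cannot be told apart from a change in CAFs: the list holds too few UMIs in CAFs.

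The 3 immunoproteasome genes had a median of −0.24 in CAFs of KD, where cancer cells had 0.48. Without each gene's highest cell in both libraries it was −0.23 (−0.37 to −0.067), so under this setting no single cell makes the pattern. With the highest cell left out of Ctrl alone, which can only move it towards 0 or past it, it was −0.17 (−0.30 to 0.017). That interval reaches 0 and does not decide. Without genes of other cell types only 2 genes were left, at −0.083, and under the cell settings the value nearest to 0 was −0.23, both with intervals that reach 0. RNA of other cells and the settings therefore cannot be told apart from a change in CAFs, for want of UMIs.

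The NF-kB list was lower in cancer cells of KD + AFD, at −0.30, and higher in CAFs, at 0.32, and TAMs, at 0.27. In CAFs and TAMs the value nearest to 0 was 0.20 without the highest cells and 0.18 under the cell settings, so these are not the whole cause there. Without genes of other cell types it was 0.28, but this left out only 2 of 21 genes in CAFs and 1 of 22 in TAMs. Without the dissociation stress genes it was also 0.28, but the stress list itself was higher in CAFs, at 0.24, and in TAMs, at 0.31, than in cancer cells, at 0.031, a value that changed sign with equal weight per cell. RNA of other cells and stress during dissociation therefore cannot be told apart from a change in CAFs and TAMs, and a deviation of the Ctrl or KD + AFD library is open as well.

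The cell cycle list was higher in cancer cells of AFD, at 0.093, and lower in CAFs, at −0.27, and in TAMs, at −0.84. No gene of the list was over 5 times higher in other cells, so nothing was left out as RNA of other cells. The values of −0.27 in CAFs and −0.84 in TAMs therefore do not test that explanation by leaving out genes. Cancer cells held 75173896 of the 80896112 UMIs kept in AFD and had the list higher. At a like carry-over in both libraries, their RNA would raise the list. The −0.84 in TAMs argues against that source there. A lower carry-over in AFD and RNA of further cell types were not tested. In CAFs, where the direction was not stable, RNA of other cells cannot be told apart from a change. In CAFs, the value was −0.30 without the highest cells of both libraries. With those of Ctrl alone left out it was −0.026 (−0.24 to 0.067), an interval that reaches 0. Without doublet removal the value in CAFs was 0.21. The direction in CAFs thus rests on the cells that the doublet score removes, and the pattern is consistent with an effect of doublet removal. In TAMs the value was −0.78 without the highest cells of Ctrl and, nearest to 0 under the cell settings, −0.47, so neither is the whole cause. The AFD library holds few TAMs. Fewer dividing TAMs and a deviation of a library stay open.

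The cytosolic ribosome list was higher in cancer cells of KD + AFD, at 0.085, and lower in CAFs, at −0.084, and TAMs, at −0.047. The values nearest to 0 were −0.040 without the highest cells and −0.035 under the cell settings, which argue against both as the whole cause, though the medians are small. In TAMs the value was only −0.018 with TMM scaling, and the median of all tested genes there was −0.045, so most of the TAM part rests on the scaling by the total. No gene of the list was over 5 times higher in other cells, so the value of −0.047 without such genes is that of the whole list, and RNA of other cells cannot be told apart from a change in CAFs and TAMs. Reads shared with the many pseudogenes of ribosomal proteins were not tested.

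The hypoxia and glycolysis list was higher in cancer cells of KD + AFD, at 0.048, and lower in CAFs, at −0.28. The values nearest to 0 were −0.27 without the highest cells and −0.21 under the cell settings, so neither is the whole cause. Without genes of other cell types it was −0.27, but only 1 of 30 genes was left out, so RNA of other cells cannot be told apart from a change in CAFs. A deviation of a library stays open too.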

How the results depend on the processing

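The alternatives with GC-corrected ratios, lists without Cebpb and 80 cells per type and library were chosen only after the results were seen. The other alternatives, the gene lists, the markers and the comparisons were set before the data were examined. The order of the Reactome pathways and some rules for naming clusters were not.

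Of the values recomputed under alternatives set in advance, 290 stayed within the 95% counting interval of the reported value (for a count, within 1.5 times it), and 105 moved further. Under the alternatives chosen later, 18 stayed and 12 moved. For the shares of cell types these were 67 and 13. Among the values of Ass1, the lists in cancer cells, Cohen's d and the correlations, none whose interval left out 0 changed its sign under an alternative. The Reactome UPR set, a further list that is not counted here, lay near 0, with signs that depend on the scaling. The JAK-STAT members of Table S2, whose intervals include 0 in KD and KD + AFD, changed sign there, and so did the IL6-STAT3 list in KD, at a median near 0, under several alternatives. Leaving Cebpb out of the UPR and IL6-STAT3 lists moved neither beyond its interval. The number of genes labelled in Figure S3B that were higher in KD + AFD was 38 under each alternative run for it. An upper UMI limit removed only 5 cells, so it gave nearly the values without doublet removal. Each value given next is one that moved. Where no reason is given, the cause was not tested.

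Under the stricter cell filter, the median log2 ratio in cancer cells was 0.23 in KD + AFD for the antigen presentation genes. For the IP genes it was 0.45 in KD, 0.13 in AFD and 0.29 in KD + AFD. The size of the response was 0.211 in KD + AFD for CAFs, 0.201 in KD + AFD for CD4 T cells, 0.179 in KD for CD8 T cells, and 0.186 in AFD for TAMs. The correlations across genes were 0.516 for the diet on both hairpins, and 0.348 for KD and AFD, Ctrl shared. In Table S3, 7 of 13 pathways in KD moved alike in cancer cells and CAFs and 19 of 32 pathways in AFD moved alike in cancer cells and TAMs. Most of the pathways tested for cancer cells and CAFs in KD then moved alike, unlike under the reported setting. With coarser clusters, TAMs had a size of 0.244 in AFD, the diet correlated with 0.512 on both hairpins, and 19 of 32 pathways in AFD moved alike in cancer cells and TAMs. Without doublet removal, 4 of 13 pathways in KD moved alike in cancer cells and CAFs, and with the upper UMI limit 4 of 13 pathways in KD.

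With TMM scaling, the medians in cancer cells were 0.14 in KD + AFD for the IFNγ members of Table S2, −0.029 in KD + AFD for the IL6-STAT3 list, and 0.072 in AFD and 0.027 in KD + AFD for the JAK-STAT members of Table S2. They were 0.23 in AFD and 0.29 in KD + AFD for the antigen presentation genes, 0.21 in AFD and 0.39 in KD + AFD for the IP genes, and 0.15 in AFD and 0.13 in KD + AFD for the UPR list. Giving every cell the same weight moved Ass1 to −2.64 in KD and −2.14 in KD + AFD. The medians became 0.39 in KD and 0.30 in KD + AFD for the IFNα list, 0.070 in KD for the IFNγ members of Table S2, and 0.31 in KD and 0.21 in KD + AFD for the antigen presentation genes. They became 0.51 in KD for the IP genes, and 0.10 in KD + AFD for the UPR list. The sizes in KD, AFD and KD + AFD rose to 0.205, 0.218 and 0.217 for CAFs, 0.220, 0.257 and 0.227 for CD4 T cells, 0.218, 0.255 and 0.264 for CD8 T cells, and 0.207, 0.277 and 0.195 for TAMs. The correlations were 0.534 for the diet on both hairpins, 0.492 for KD and AFD, Ctrl shared, and 0.312 for KD on both diets. For cancer cells and CAFs, 4 of 13 pathways in KD moved alike.

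Among genes at 50 CPM or more, fewer genes are tested, and the medians were 0.36 in KD for the IFNα list, and 0.053 in KD and 0.086 in AFD for the IFNγ members of Table S2. They were 0.20 in AFD and −0.16 in KD + AFD for the IL6-STAT3 list, and 0.12 in AFD and 0.026 in KD + AFD for the JAK-STAT members of Table S2. The diet correlated with 0.529 on both hairpins, and 1 of 13 pathways in KD moved alike in cancer cells and CAFs. Without a filter on low counts, the IL6-STAT3 list had 0.052 in AFD. The correlations were 0.124 for the diet on both hairpins, 0.483 for KD and AFD, Ctrl shared, and 0.0201 for KD on both diets. Here genes with few UMIs enter, whose counting error a shared Ctrl carries into both ratios. For cancer cells and TAMs, 17 of 33 pathways in AFD moved alike.

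In place of the IFNγ members of Table S2, the core list had 0.40 in KD, 0.28 in AFD and 0.50 in KD + AFD. The amino acid response under ATF4 had 0.17 in KD and 0.31 in KD + AFD in place of the whole UPR list. Without genes higher in TAMs, the IFNα list had 0.34 in KD + AFD and the IL6-STAT3 list 0.034 in AFD and −0.14 in KD + AFD. With GC-corrected ratios the medians were 0.42 in KD + AFD for the IFNα list, −0.017 in KD and 0.016 in KD + AFD for the JAK-STAT members of Table S2, and 0.11 in KD + AFD for the UPR list. For cells thinned to 2000 UMIs, Cohen's d of the IP genes exceeded that of the constitutive ones by 0.267 in KD, 0.1095 in AFD and 0.225 in KD + AFD, as d falls with depth.

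The size of the response depends on depth by its construction. At 500 CPM or more, the sizes in KD, AFD and KD + AFD were 0.132, 0.141 and 0.154 for CAFs, 0.125, 0.161 and 0.143 for CD4 T cells, and 0.127, 0.174 and 0.139 for CD8 T cells. For the rest they were 0.116, 0.116 and 0.139 for cancer cells, and 0.134, 0.163 and 0.137 for TAMs. Without thinning they were 0.108, 0.108 and 0.128 for CAFs, 0.167 in KD and 0.175 in KD + AFD for CD4 T cells, and 0.146 in KD and 0.195 in AFD for CD8 T cells. For the rest they were 0.0773, 0.0857 and 0.108 for cancer cells, and 0.113, 0.162 and 0.101 for TAMs. With 80 cells per type and library they were 0.159, 0.167 and 0.176 for CAFs, 0.142 in KD and 0.164 in KD + AFD for cancer cells, and 0.164, 0.189 and 0.159 for TAMs.

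Depth limits the results outside the cancer cells most. The AFD library holds 88 TAMs and 42 CD8 T cells, and a ratio there can rest on a single cell, which the counting intervals do not cover. No paired analysis was possible because the tumors of a condition were pooled into 1 library, and no mouse links the libraries.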

Differences from the paper's values

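No test given in this part was chosen after the results were seen, except the order of Reactome pathways by their worst rank and the setting of 80 cells. The alternatives named were set before the data were examined. Both sets of log2 ratios, and both sets of Cohen's d, are on the same scale.

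In KD against Ctrl, Cohen's d over cells was 0.545 for Psmb8 against the paper's about 0.52 and 0.460 for Psmb10 against the paper's about 0.43 (Fig. S3C, read by eye). The gap closed with the stricter cell filter, no doublet removal and an upper UMI limit, but not with the coarser clustering and cells thinned to 2000 UMIs.

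In AFD against Ctrl, Cohen's d over cells was 0.000825 for Psmb5 against the paper's about −0.02 (Fig. S3C, read by eye). Each alternative set before the data were examined closed the gap. It was 0.100 for Psmb6 against the paper's about 0.07 (Fig. S3C, read by eye). With the stricter cell filter and no doublet removal the value fell within the paper's, but not with an upper UMI limit, the coarser clustering and cells thinned to 2000 UMIs. It was 0.0279 for Psmb7 against the paper's about 0 (Fig. S3C, read by eye). Of the alternatives set before the data were examined, the stricter cell filter, no doublet removal, an upper UMI limit and cells thinned to 2000 UMIs closed the gap and the coarser clustering did not. It was 0.237 for Psmb8 against the paper's about 0.21 and 0.118 for Psmb10 against the paper's about 0.09 (Fig. S3C, read by eye). The stricter cell filter, no doublet removal and an upper UMI limit closed the gap, but the coarser clustering and cells thinned to 2000 UMIs did not. It was 0.202 for Psmb9 against the paper's about 0.16 (Fig. S3C, read by eye). The gap closed with the stricter cell filter, but not with no doublet removal, an upper UMI limit, the coarser clustering and cells thinned to 2000 UMIs.

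In KD + AFD against Ctrl, Cohen's d over cells was 0.472 for Psmb8 against the paper's about 0.43 (Fig. S3C, read by eye). None of the alternatives set before the data were examined closed the gap. It was 0.337 for Psmb9 against the paper's about 0.3 and 0.285 for Psmb10 against the paper's about 0.25 (Fig. S3C, read by eye). With the stricter cell filter the value fell within the paper's, but not with no doublet removal, an upper UMI limit, the coarser clustering and cells thinned to 2000 UMIs.

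In KD + AFD against Ctrl, the log2 ratio was 0.69 for Gbp2 against the paper's about 0.59 (Fig. S3B, read by eye). The stricter cell filter closed the gap, but no doublet removal, an upper UMI limit, the coarser clustering, TMM scaling and equal weight per cell did not. It was 0.40 for Gbp4 against the paper's about 0.59 and −1.09 for Csf3 against the paper's about −0.93 (Fig. S3B, read by eye). None of the alternatives set before the data were examined closed the gap. It was 0.65 for Il24 against the paper's about 0.56 (Fig. S3B, read by eye). The gap closed with the coarser clustering, but not with the stricter cell filter, no doublet removal, an upper UMI limit, TMM scaling and equal weight per cell.

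Of the pathways of Table S3 that could be tested here for cancer cells and CAFs under KD, 2 of 13 moved in the same direction, against the paper's 1. With genes at 50 CPM or more the count was within the paper's. The stricter cell filter, no doublet removal, an upper UMI limit, the coarser clustering, TMM scaling, equal weight per cell and no filter on low counts left it apart from the paper's.

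The paper names IL6-JAK-STAT3 signaling among the pathways enriched in cancer cells of all 3 treatments. Here the IL6-STAT3 list was lower than in Ctrl in KD + AFD, with a median log2 ratio of −0.074, at percentile 14.3 among random lists. The Hallmark set that the paper tested was not used here. The paper names the interferon-JAK-STAT axis as the most recurrent pathway. Among 731 Reactome pathways here, amino acid synthesis and interconversion stood in position 1 and interferon gamma signaling in position 2. The paper used GSEA, whereas this order rests on median log2 ratios and takes no account of the size of a set. The sets hold 11 and 49 tested genes, and their medians in KD + AFD were nearly equal, at 0.331 and 0.330. The JAK-STAT members of Table S2 had a median of −0.017 in KD + AFD, with a sign that changed under TMM scaling. This median was not a GSEA result either. Figure S3A shows its antigen presentation genes as increased after arginine restriction. Here all but H2-Q1 were higher in each treatment, and H2-Q1 had log2 ratios of −0.24 in AFD and −0.080 in KD + AFD, with intervals across 0.

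The paper puts the largest response, by its count of genes, in cancer cells, followed by TAMs and CAFs, and a smaller one in T cells (Figure S5). At equal summed UMIs here, the median absolute log2 ratio in AFD was 0.158 in cancer cells, 0.212 in TAMs, 0.184 in CAFs, 0.215 in CD8 T cells and 0.211 in CD4 T cells, and in KD + AFD 0.177 in cancer cells, 0.175 in TAMs and 0.197 in CAFs, so cancer cells did not come first. The sums rest on far more cancer cells than TAMs or T cells. With 80 cells per type and library, a setting chosen after seeing the values, cancer cells had 0.150 (0.127 to 0.180) and TAMs 0.189 (0.165 to 0.214) in AFD. These ranges overlap, and T cells were not measured this way, so no order is given.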

Other observations

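The test of the ATF4 list without Ctrl, and the choice of the other items here, were made only after the results were seen. Each condition has 1 library, so a value seen in a single condition can belong to its library rather than to the condition.

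The ATF4 amino acid response list was higher in cancer cells of each treatment than in Ctrl, which would also arise from a deviation of the shared Ctrl library. Without Ctrl, the median log2 ratio of the list was 0.25 in KD + AFD against AFD and 0.087 in KD + AFD against KD, and both intervals lay above 0. For KD + AFD, a deviation of Ctrl alone is therefore not the whole cause, but a further rise when both arginine sources are limited and a deviation of the KD + AFD library stay open. For KD and AFD, where the smaller median was 0.088, no comparison leaves out Ctrl, so its deviation cannot be told apart from a response. The difference between 1 and 2 modes was not tested, and Cebpb, which was low in Ctrl, belongs to the list.

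In cancer cells, Il10 had 0.643 CPM in Ctrl, 0.698 in KD, 2.91 in AFD and 2.87 in KD + AFD. Msmp had 85.6, 117, 16.0 and 18.6 CPM. Csf3 had 76.1, 76.5, 77.4 and 35.8 CPM, and was lower only in KD + AFD. For Il10 and Msmp, both libraries of the diet lay apart from both of the regular diet, beyond their counting intervals. This argues against a deviation of a single library for these genes, but not against one shared by the libraries of the diet. The value of Csf3 can still belong to the KD + AFD library. No other explanation, technical or biological, was tested for the 3 genes.

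Rpl10 was lower than in Ctrl in cancer cells of every treatment, with a log2 ratio of −0.24 (−0.27 to −0.22) in KD, −0.68 (−0.70 to −0.65) in AFD and −0.56 (−0.59 to −0.54) in KD + AFD. In KD it had −0.24 (−0.38 to −0.10) in CAFs, but −0.026 (−0.17 to 0.11) in TAMs, −0.034 (−0.36 to 0.29) in CD8 T cells and 0.15 (−0.22 to 0.53) in NK cells, where the intervals hold 0. In AFD and KD + AFD it had −0.56 and −0.57 in CAFs, −0.56 and −0.70 in TAMs and, in CD8 T cells, −0.95 and −1.01. The values were smaller in NK cells, at −0.44 (−0.92 to 0.033) and −0.44 (−0.84 to −0.030). CD4 T cells had −0.15 (−0.49 to 0.21) in KD, −0.43 (−0.87 to −0.0034) in AFD and −0.27 (−0.61 to 0.073) in KD + AFD. The gene has processed copies in the genome, and reads shared with them were not tested, nor was any other explanation.

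Among the cells outside the cancer clusters, TAMs made up 44.6, 12.7, 12.2 and 14.8% in Ctrl, KD, AFD and KD + AFD, CAFs 11.4, 20.3, 28.6 and 19.0%, CD4 T cells 7.48, 24.4, 17.7 and 28.5% and NK cells 2.51, 11.8, 7.05 and 11.1%. The paper reports from flow cytometry more macrophages in tumors of KD + AFD. The share of TAMs among captured cells was lower there than in Ctrl. CD4 T cells and NK cells had larger shares in the libraries of KD and KD + AFD than in Ctrl. Shares of captured cells carry the dissociation of each pool, and no explanation, technical or biological, was tested.

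A single cell held most UMIs of several of the genes with the largest ratios. Among them are Igkc, Ighm and Jchain in CAFs of KD, S100a9 in CAFs of AFD with 90.1% of its UMIs in 1 cell, and Ly6d in CAFs of KD + AFD with 98.9%. Whether these are doublets was not tested.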
